# Critical Role of Klf5 in Regulating Gene Expression during Post-Eyelid Opening Maturation of Mouse Corneas

**DOI:** 10.1371/journal.pone.0044771

**Published:** 2012-09-14

**Authors:** Doreswamy Kenchegowda, Stephen A. K. Harvey, Sudha Swamynathan, Kira L. Lathrop, Shivalingappa K. Swamynathan

## Abstract

**Background:**

Klf5 plays an important role in maturation and maintenance of the mouse ocular surface. Here, we quantify WT and *Klf5*-conditional null (*Klf5*CN) corneal gene expression, identify Klf5-target genes and compare them with the previously identified Klf4-target genes to understand the molecular basis for non-redundant functions of Klf4 and Klf5 in the cornea.

**Methodology/Principal Findings:**

Postnatal day-11 (PN11) and PN56 WT and *Klf5*CN corneal transcriptomes were quantified by microarrays to compare gene expression in maturing WT corneas, identify Klf5-target genes, and compare corneal Klf4- and Klf5-target genes. Whole-mount corneal immunofluorescent staining was employed to examine CD45+ cell influx and neovascularization. Effect of Klf5 on expression of desmosomal components was studied by immunofluorescent staining and transient co-transfection assays. Expression of 714 and 753 genes was increased, and 299 and 210 genes decreased in PN11 and PN56 *Klf5*CN corneas, respectively, with 366 concordant increases and 72 concordant decreases. PN56 *Klf5*CN corneas shared 241 increases and 98 decreases with those previously described in *Klf4*CN corneas. Xenobiotic metabolism related pathways were enriched among genes decreased in *Klf5*CN corneas. Expression of angiogenesis and immune response-related genes was elevated, consistent with neovascularization and CD45+ cell influx in *Klf5*CN corneas. Expression of 1574 genes was increased and 1915 genes decreased in WT PN56 compared with PN11 corneas. Expression of ECM-associated genes decreased, while that of solute carrier family members increased in WT PN56 compared with PN11 corneas. Dsg1a, Dsg1b and Dsp were down-regulated in *Klf5*CN corneas and their corresponding promoter activities were stimulated by Klf5 in transient co-transfection assays.

**Conclusions/Significance:**

Differences between PN11 and PN56 corneal Klf5-target genes reveal dynamic changes in functions of Klf5 during corneal maturation. Klf5 contributes to corneal epithelial homeostasis by regulating the expression of desmosomal components. Klf4- and Klf5-target genes are largely distinct, consistent with their non-redundant roles in the mouse cornea.

## Introduction

The transparent and refractive cornea plays a central role in vision. Abnormal development and/or maintenance of the cornea result in severe defects in vision [1], [2]. Molecular and cellular events involved in corneal development, maturation and maintenance have been studied in great detail [3]–[9]. Members of different transcription factor families including Krüppel-like factors (KLF) influence corneal morphogenesis [10]–[25]. More than 17 members of the KLF family have been identified in mammals [26], [27], many of which are expressed in the ocular surface in varying amounts [17], [28], [29]. Among them, structurally related *Klf4* and *Klf5* are two of the most highly expressed transcription factors in the mouse cornea [29], [30]. Our previous studies demonstrated that both Klf4 and Klf5 are essential for normal maturation and maintenance of the mouse ocular surface [22], [31].

Klf4 and Klf5 exert tissue-dependent and non-redundant influences on the mouse ocular surface in spite of possessing an identical DNA-binding domain. Conditional disruption of *Klf4* in the developing mouse ocular surface resulted in numerous defects including corneal epithelial fragility, stromal edema, altered stromal collagen fibril organization, endothelial vacuolation and loss of mucin producing conjunctival goblet cells [21], [22], [32]. Similar conditional disruption of *Klf5* also resulted in multiple defects including translucent cornea, abnormal eyelids with malformed meibomian glands and a conjunctiva devoid of goblet cells [31]. Microarray comparison of WT and *Klf4*CN corneal and conjunctival transcriptomes identified significant differences in Klf4-target genes in these adjacent tissues, suggesting tissue-dependent functions for Klf4 [21], [33].

Here, we test the hypothesis that the basis for non-redundant functions of structurally related Klf4 and Klf5 lies in their distinct target genes in the mouse cornea. As most of the *Klf5*CN ocular surface defects appeared in post-eyelid opening stages [31], we identified the corneal Klf5-target genes before eyelid opening at PN11 and in young adults at PN56. This study design also enabled us to examine the changes in gene expression accompanying WT corneal maturation between PN11 and PN56. We report that Klf5 regulates a wide array of genes associated with a diverse spectrum of functions such as cell adhesion, barrier function, maintenance of hydration, and xenobiotic metabolism. We also show that the corneal Klf5- and Klf4-target genes are largely distinct, consistent with their non-redundant roles in the mouse cornea. Furthermore, we identified significant differences in Klf5-target genes between PN11 and PN56, revealing dynamic changes in Klf5 functions in the maturing cornea.

## Results

### Microarray analysis and validation of results

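Klf5 transcript was read by 3 probe sets on 14 arrays: 3 WT and 3 Klf5CN samples at PN11, and 4 WT and 4 Klf5CN samples at PN56. On the probe set with the largest loss, log2 signal was 9.21, 8.91 and 9.18 in the PN11 WT arrays and 3.67, 3.74 and 4.19 in the PN11 Klf5CN arrays. At PN56 it was 10.21, 10.21, 10.56 and 9.91 in WT and 6.14, 3.32, 5.15 and 4.41 in Klf5CN, where 3.32 is the lowest value kept. Another Klf5 probe set was lower by log2 -3.39 at PN11 and -4.96 at PN56 (SE 0.34 and 0.30, adjusted p = 8.4e-05 and 3.5e-07). The Klf5 probe set brightest over all 14 arrays averaged 8.34 in WT and 7.51 in Klf5CN at PN11, and 9.45 and 9.11 at PN56. In the WT arrays alone the other Klf5 probe sets were brighter. Whether it lies in the deleted part of the gene is not given in the sources used here, so it is no measure of the deletion. The values are the authors' array signals on the log2 scale, with signals under 10 set to 10 and each of 13660 genes read by its brightest tested probe set. A gene counts as higher or lower where its two-sided limma test gives an adjusted p below 0.05 and the group means differ more than 2-fold. Gene lists fixed beforehand were tested as a whole with camera against all other genes measured. According to the paper, both corneas of each mouse were pooled for RNA. With 3 arrays against 3, no exact two-sided rank test can reach a p below 0.1.

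**Figure D1:**
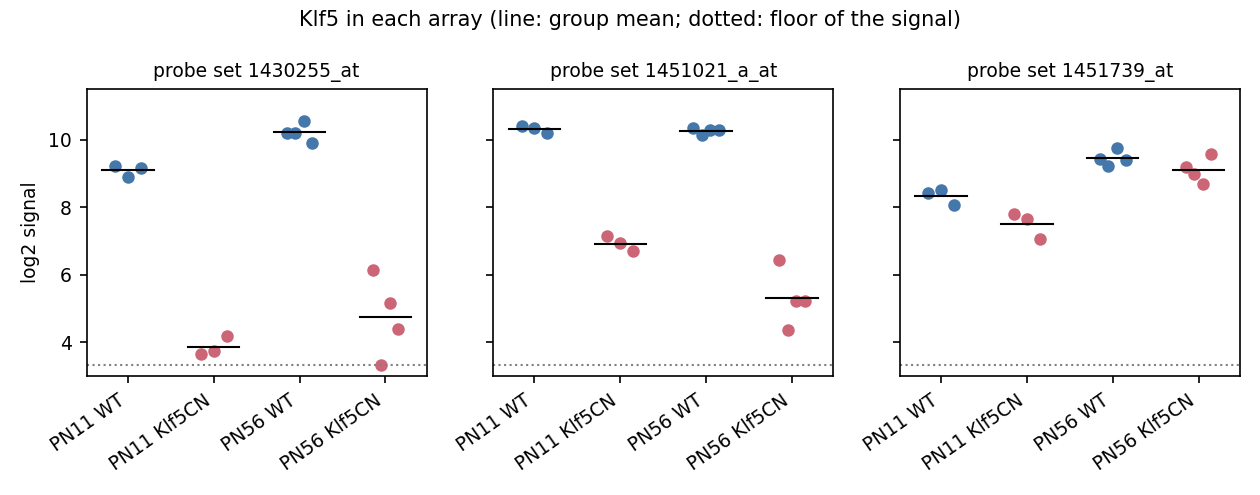
Klf5 log2 signal on the 14 arrays, one panel per probe set; each dot is an array of PN11 or PN56, WT or Klf5CN, the line is the group mean and the dotted line the lowest value kept. In the panel of the largest loss, the PN56 Klf5CN arrays lie between 3.32 and 6.14 and the WT arrays at or above 9.91.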

We compared the WT and *Klf5*CN corneal transcriptomes in immature PN11 corneas just before eyelid opening and in young adult PN56 corneas to identify the changes in gene expression associated with post-eyelid opening *Klf5*CN corneal phenotype [31]. We also compared the PN56 Klf5-target genes with those reported previously for Klf4 [21] to determine the extent of overlap between Klf4- and Klf5-target genes. Scatter plots of the WT vs. *Klf5*CN comparisons at PN11 (Fig. 1A) and PN56 (Fig. 1B), and the PN11 WT vs. PN56 WT comparison (Fig. 1C) show overall distribution of the panels measured by these microarrays. A large number of genes with distinct or overlapping expression were identified between *(i)* corneal Klf5-target genes at PN11 and PN56 (Fig. 1D), *(ii)* corneal Klf4- [21] and Klf5-target genes at PN56 (Fig. 1E), and *(iii)* the genes modulated during WT corneal maturation compared with the Klf5-target genes at PN11 and PN56 (Fig. 1F). 

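The fatty acid binding protein gene Fabp4 was higher in Klf5CN corneas by log2 1.83 at PN11 (SE 0.26, adjusted p = 0.0010) and by 5.07 at PN56 (SE 0.22, adjusted p = 2.4e-08). The effect was larger at PN56 in a test of the difference between ages (log2 3.24, SE 0.34, adjusted p = 0.00046). Lactoferrin (Ltf) went the other way: it was 5.20 higher at PN11 and 1.95 higher at PN56 (difference -3.25, SE 0.34, adjusted p = 0.00046). From PN11 to PN56, Fabp4 went from 7.93 to 4.37 in WT and from 9.76 to 9.44 in Klf5CN. Ltf went from 6.85 to 10.24 in WT and from 12.1 to 12.2 in Klf5CN. For these genes the level moved with age mainly in WT. The immunoglobulin heavy chain gene Ighm was higher at PN56 only, by 5.58 (SE 0.56, adjusted p = 5.0e-05), against -0.33 at PN11 (difference 5.91, adjusted p = 0.0068). Cnpy1 was lower at PN11 by -2.55 and lay at the lowest value kept in all PN56 arrays. Of 1527 genes past the threshold at either age, 386 passed at both, 335 at PN11 only and 806 at PN56 only. Passing at one age is a weaker statement than a difference between ages: 62 of the 1527 also passed that test.

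**Figure D2:**
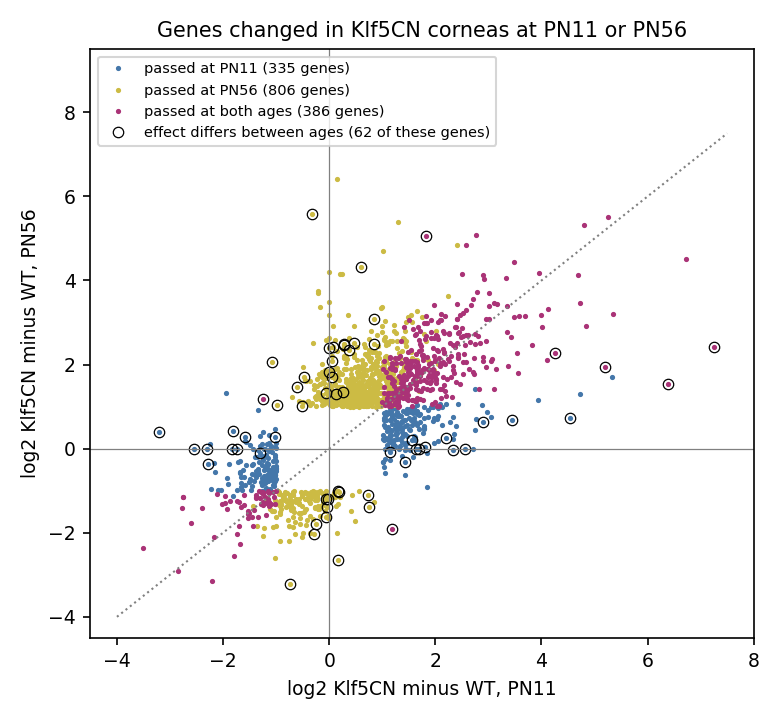
Log2 difference between Klf5CN and WT corneas for each gene, at PN11 on the horizontal axis (3 arrays per group) and at PN56 on the vertical axis (4 per group); blue, past the threshold at PN11 only, yellow, at PN56 only, purple, at both, circles, genes whose effect differs between ages, dotted line, equal effects. Of the 386 purple dots, 384 have the same direction at both ages and 2 go in opposite directions.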

Microarray results were validated by QPCR comparison of selected genes whose expression was increased, decreased or relatively unaffected in PN11 or PN56 *Klf5*CN corneas (Fig. 2). There was a general conformity between the microarray and QPCR results, indicating that the microarray results accurately represent the changes in *Klf5*CN corneal gene expression at these two stages (Fig. 2).

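Among genes of the QPCR panel, keratin 17 (Krt17), a keratin of stressed and wounded epithelium, rose on the arrays by log2 2.72 at PN11 (SE 0.43, adjusted p = 0.0024) and 2.15 at PN56 (SE 0.38, adjusted p = 0.0016). Interleukin 1 alpha (Il1a) rose by 1.94 and 1.07 (SE 0.25 and 0.21, adjusted p = 0.00047 and 0.0037). Alox12e rose at PN56 by 1.47 (SE 0.20, adjusted p = 0.00027); at PN11 it stood 0.94 above WT, short of 2-fold. The uroplakin gene Upk1b fell at PN11 (log2 -1.14, SE 0.17, adjusted p = 0.0015), as did the water channel gene Aqp3 (log2 -1.20, SE 0.22, adjusted p = 0.0053). The corneal keratin Krt12 differed by 0.05 at PN11 and 0.23 at PN56 (adjusted p = 0.96 and 0.56), and Aqp5 by -0.35 and -0.05 (adjusted p = 0.40 and 0.89). Secreted Ly6/Plaur domain 1 (Slurp1) stood at -0.99 and -0.94 (adjusted p = 0.16 and 0.075), and Nfkb2 at 0.17 and 0.84 (adjusted p = 0.88 and 0.12). Of 21 genes of the panel measured here, 4 were higher and 3 lower at PN11, and 6 higher and 1 lower at PN56 (1 to 3 lower with 1 array left out, 3 with the Actb covariate). With p-values adjusted over the list alone, the counts were 4 and 4 at PN11 and 6 and 2 at PN56. The paper concludes from the match of arrays and QPCR that the arrays represent the changes accurately. The QPCR values are not used here, so the comparison itself is not retested. The panel was chosen by the study and is no independent evidence.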

**Figure 1:**
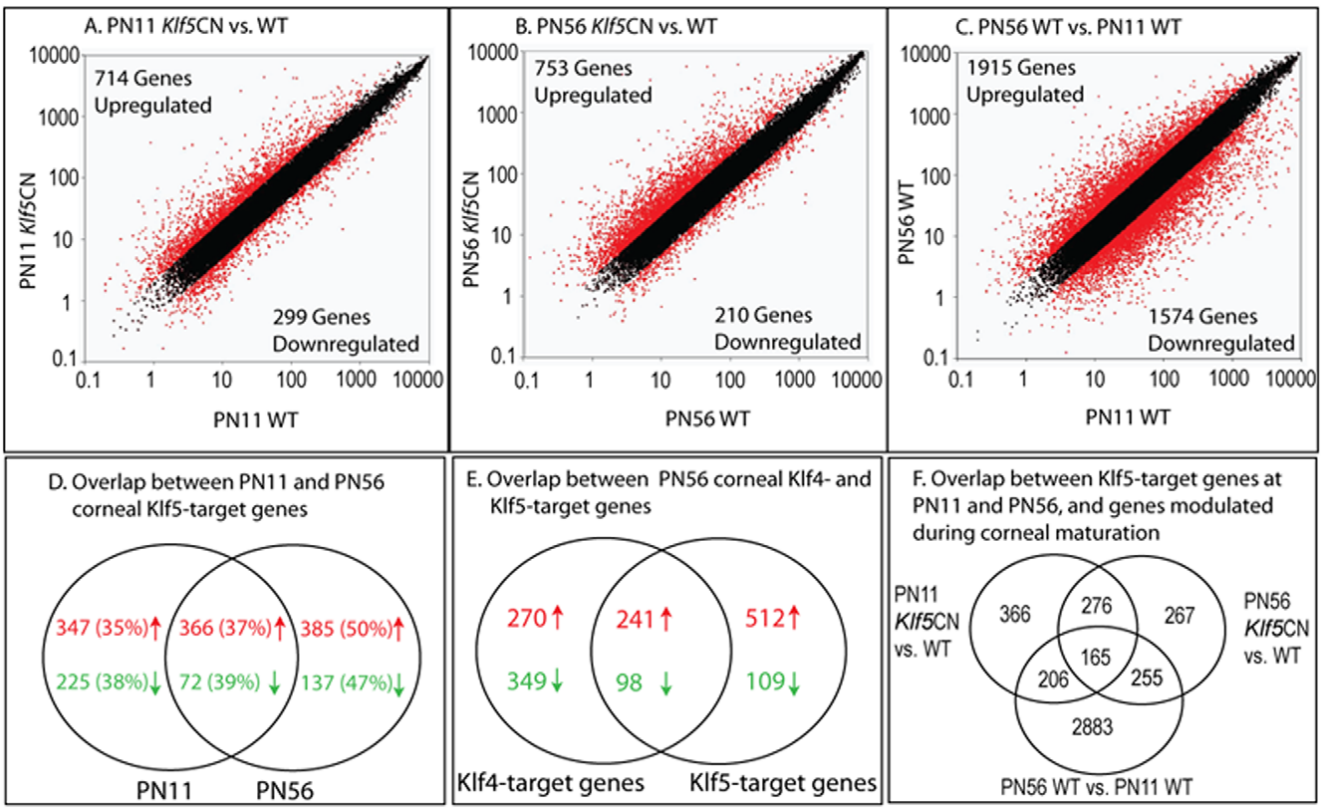
Comprehensive view of the changes in PN11 and PN56 *Klf5*CN corneal gene expression. A–C. Scatter plots showing the significantly affected genes in (A) PN11 *Klf5*CN compared with the WT corneas, (B) PN56 *Klf5*CN compared with the WT corneas, and (C) PN56 WT compared with PN11 WT corneas. (D). Venn representation of numbers of unique characterized genes which are differentially expressed in *Klf5*CN corneas vs. WT corneas at PN11 or PN56. In parentheses is the percentage of genes showing valid >2-fold changes between PN11 WT and PN56 WT samples. (E). Venn representation of the overlap between Klf4- and Klf5-target genes in PN56 corneas. (F). Venn representation of the overlap between aggregate Klf5-target genes at PN11 and PN56, and genes modulated during WT corneal maturation.

**Figure 2:**
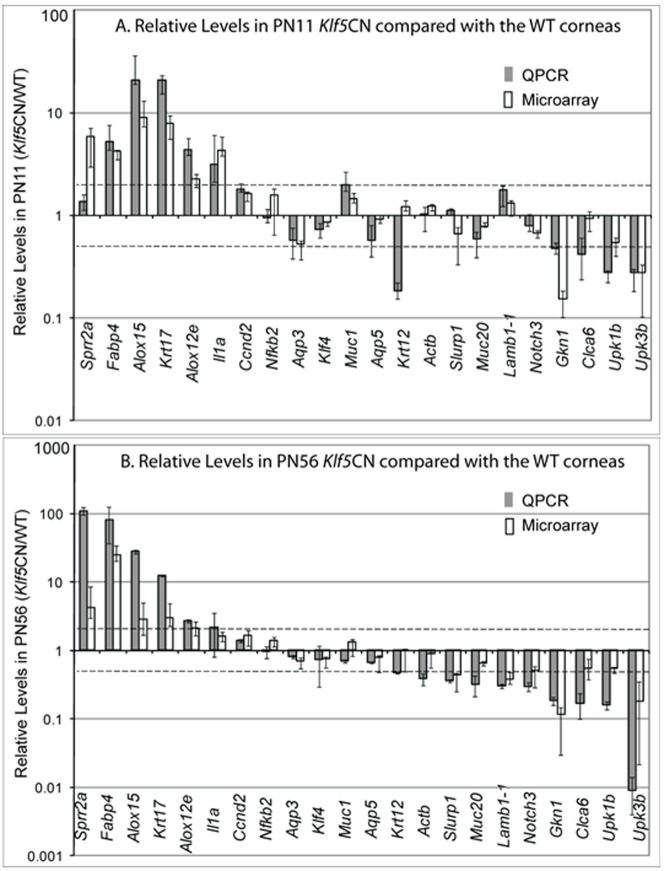
Validation of microarray results by QPCR analysis of the expression of selected genes. Note that the relative levels are plotted on a log scale.

### Changes in Klf5-target genes during corneal maturation

Table 1 gives a complete breakdown of the changes in 21,815 unique characterized genes represented on the microarray. 

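Klf5CN and age changes crossed in many combinations. Fabp4, the macrophage receptor gene Cd163, Irf8 and Sox4 belong to 85 genes that were higher in Klf5CN corneas at both ages and fell between PN11 and PN56 in WT. Alox15, Lcn2 and Sprr1a belong to 31 genes higher at both ages that rose in WT maturation. Col14a1, Col3a1 and Cpa3 are among 350 genes higher at PN56 only that fell in maturation. Bnc1, Folr1, Gkn1 and Nqo1 are among 47 genes lower at both ages without a change in WT maturation. Slc4a11 and Krt78 are among 36 genes lower at PN56 only that rose in maturation. Cd40 alone was lower at PN11, higher at PN56 and lower in mature WT corneas. The largest groups were 10067 genes without any change and 1608 that fell in maturation alone, against 458 that rose in maturation alone. These counts cover 13660 genes measured, of 18194 with a probe set of a single symbol on the array.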

Corneal ablation of *Klf5* resulted in decreased expression of 299 and 210 genes at PN11 and PN56 respectively (with 72 concordant decreases), and increased expression of 714 and 753 genes (with 366 concordant increases; Fig. 1D; Table 1). 

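Surfactant protein D (Sftpd), a lectin of innate defence, was among the genes most raised at PN11, by log2 7.25 (SE 0.39, adjusted p = 1.7e-07, 4.11 in WT, 11.36 in Klf5CN). The chemokine gene Ccl8 rose by 6.72 at PN11 (SE 0.69, adjusted p = 9.2e-05) and 4.50 at PN56 (SE 0.60, adjusted p = 0.00025). Folate receptor 1 (Folr1) fell by 3.51 at PN11 (SE 0.33, adjusted p = 5.3e-05) and by 2.36 at PN56 (SE 0.29, adjusted p = 0.00015). Across the array, 519 genes were higher and 202 lower at PN11, and 970 higher and 222 lower at PN56. Ccl8 is among 326 genes higher at both ages, where 36.9 would be shared if the ages were independent (Fisher p = 2.7e-257). Folr1 is among 58 lower at both, against 3.28 (Fisher p = 2.3e-57). Both Fisher tests treat genes as independent of each other, so their p-values do not measure the spread between mice. Without PN11 WT replicate 1, the PN11 counts drop to 272 higher and 101 lower. The genes higher at both ages then number 170 and those lower at both 35, and with the replicate number as a block 195 are higher at both.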

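Some genes changed with age in WT corneas and the opposite way in PN56 Klf5CN corneas. Collagen 14 alpha 1 (Col14a1) fell by 3.93 in WT corneas from PN11 to PN56 and was 3.10 higher in PN56 Klf5CN corneas (SE 0.28, adjusted p = 2.7e-05). Cd163, a receptor of tissue macrophages, fell by 3.34 in WT and was 4.84 higher in PN56 Klf5CN corneas. Gm2115 rose by 2.41 in WT and fell by 3.21 in PN56 Klf5CN corneas (SE 0.30, adjusted p = 3.6e-05). Of 1527 genes changed in Klf5CN corneas, 663 (43.4%, 95% interval 41.0 to 45.9) also changed with age in WT, against 2066 of 12133 other genes (17.0%, 16.4 to 17.7, Fisher p = 2.4e-110). Intervals and test treat genes as independent, which genes read on the same arrays are not. With 1 array left out, the 43.4% ranged from 39.2% to 46.0%. The share was 34.4% for genes changed at PN11 and 45.6% for those changed at PN56. Of 970 genes higher in PN56 Klf5CN corneas, 436 (44.9%) fell in maturation, where 151 would if both were independent, and 42 rose, where 42.4 would. Of 222 lower at PN56, 41 rose (9.70 if independent) and 24 fell (34.6). Of 519 higher at PN11, 82 rose (22.7) and 106 fell (81.0); of 202 lower at PN11, 10 rose (8.83) and 50 fell (31.5). The same WT arrays enter both comparisons. The PN56 WT arrays were divided between the comparisons for the genes changed at PN56 only. On average 41.9% of these genes then changed in maturation, against 45.6% undivided, and 17.6% of the other genes. The PN11 WT arrays were not divided and enter both comparisons, so the overlaps of the PN11 changes stay open to shared noise. The paper takes the larger share as evidence of a role of Klf5 in maturation after eyelid opening. Expression in whole corneas does not separate regulation by Klf5 from a change in the cell types present.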

About 41% of the genes modulated in *Klf5*CN corneas were also modulated during WT corneal maturation between PN11 and PN56, compared with only 15% for those unaffected by disruption of *Klf5* (Table 1), providing evidence for the important role of Klf5 in regulating post-eyelid opening corneal maturation. 

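At PN11, Wfdc18 rose by log2 6.39 (SE 0.40, adjusted p = 7.7e-07), lipocalin 2 (Lcn2) by 5.34 (SE 0.51, adjusted p = 5.5e-05) and the platelet chemokine gene Ppbp by 5.25 (SE 0.78, adjusted p = 0.0014). Retnla, a gene of alternatively activated macrophages, rose by 5.33 (SE 0.89, adjusted p = 0.0032). Cxcl3 lay at the lowest value kept in all PN11 WT arrays and was at least 27.9-fold higher in Klf5CN. At PN56, Ppbp rose by 5.50 (SE 0.68, adjusted p = 0.00015), Cxcl3 by 5.32 (SE 0.64, adjusted p = 0.00014) and the small proline-rich gene Sprr2d by 5.40 (SE 0.66, adjusted p = 0.00015). The antibody light chain gene Igkv8-30 rose by 6.41 (SE 0.93, adjusted p = 0.00045). Among decreases, the carboxylesterase gene Ces1d fell by 2.77 at PN11 and by 1.40 at PN56 (SE 0.37 and 0.32, adjusted p = 0.00074 and 0.0093). Gastrokine 1 (Gkn1) fell by 2.85 and 2.92 (SE 0.47 and 0.41, adjusted p = 0.0031 and 0.00037), and glycine decarboxylase (Gldc) by 2.20 and 3.15 (SE 0.46 and 0.40, adjusted p = 0.011 and 0.00020). Paqr5 fell by 2.16 and 2.10 (SE 0.37 and 0.32, adjusted p = 0.0038 and 0.00068). Of 30 keratin genes, 6 were higher and 1 lower at PN11: Krt16 rose by 3.94, Krt23 by 2.97, Krt18 by 2.75 and Krt8 by 2.10, and Krt13 fell by 1.35. At PN56, 4 were higher (3 to 7 with 1 array left out, and 0 to 2 lower at PN11), with Krt18 at 2.50 and Krt76 at 1.79, and Krt78 was lower (log2 -1.20). With p-values adjusted over the list alone, 6 keratin genes were higher and 2 lower at PN11, and 4 and 1 at PN56; at PN56 the list as a whole lay higher (camera adjusted p = 0.013, adjusted p = 0.32 with an estimated correlation).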

The top 50 most affected genes in PN11 and PN56 *Klf5*CN corneas are listed in Tables 2, 3, 4, and 5 (See Tables S2, S3, S4, S5 for the complete list).

**Table 1:** Distribution of modulated genes.

		Developmental changes PN56 vs. PN11	PN11: Effects in *Klf5*CN vs. WT corneas		
			Increased	Decreased	Unchanged
PN56: Effects in *Klf5*CN vs. WT corneas	Increased	Increased	37 (22)	0 (0)	16 (6)
		Decreased	99 (42)	1 (0)	175 (48)
		Unchanged	230 (79)	1 (0)	194 (44)
	Decreased	Increased	0 (0)	25 (17)	47 (22)
		Decreased	0 (0)	3 (1)	17 (5)
		Unchanged	1 (0)	44 (29)	73 (26)
	Unchanged	Increased	58 (18)	31 (11)	1360 (128)
		Decreased	62 (7)	55 (7)	1503 (80)
		Unchanged	227 (16)	139 (48)	17,417 (304)

Numbers of unique characterized genes which are differentially expressed in *Klf5*CN vs. WT corneas at PN11 or at PN56 (rows) are shown. Rows are broken down according to developmental changes, i.e., differences between PN56 WT and PN11 WT corneas, as designated in the shaded column. Data sets discordant between PN11 and PN56 (i.e., increased in PN11 *Klf5*CN but decreased in PN56 *Klf5*CN, or vice versa) are too small to be meaningful. 

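The receptor gene Cd40 was lower in PN11 Klf5CN corneas by log2 -1.25 and higher at PN56 by 1.18. Its effect differed between ages by 2.42 (SE 0.39, adjusted p = 0.015). Vgll3, a transcription cofactor gene, was higher at PN11 by 1.18 and lower at PN56 by -1.91 (difference -3.09, SE 0.36, adjusted p = 0.00092). These are the 2 genes of opposite direction at the 2 ages among 386 that passed at both. The paper states that such sets are too small to be meaningful. A difference between ages does not need opposite directions, and 71 genes passed the test for one. Regrouping the arrays left chance open for that count. The count rests on few arrays: leaving out 1 array gives 20 to 264 genes, and the replicate number as a block gives 27.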

Number of genes which also show valid >2-fold changes in PN56 *Klf4*CN cornea are shown in parentheses.

**Table 2:** Top 50 genes whose expression is most decreased in PN11 *Klf5*CN compared with the WT corneas.

Gene symbol	Description	Mean log intensity in WT	Mean log intensity in *Klf5*CN	Fold Difference
Klf5	**Krüppel-like factor 5**	**9.10**	**3.87**	**0.03**
Aqp3	aquaporin 3	11.11	7.54	0.08
Folr1	**folate receptor 1 (adult)**	**8.52**	**5.01**	**0.09**
Krt4	keratin 4	7.33	4.12	0.11
Serpinb3a	serine (or cysteine) peptidase inhibitor, clade B (ovalbumin), member 3A	7.10	3.90	0.11
Ces3	**carboxylesterase 3**	**8.71**	**5.60**	**0.12**
Gkn1	**gastrokine 1**	**6.21**	**3.35**	**0.14**
Snx31	sorting nexin 31	8.59	5.84	0.15
Adh6b	alcohol dehydrogenase 6B (class V)	9.35	6.60	0.15
Ppp1r3c	**protein phosphatase 1, regulatory (inhibitor) subunit 3C**	**7.14**	**4.50**	**0.16**
Txnip	thioredoxin interacting protein	9.25	6.63	0.16
Scd2	stearoyl-Coenzyme A desaturase 2	8.88	6.27	0.16
Cyp2b19	**cytochrome P450, family 2, subfamily b, polypeptide 19**	**6.29**	**3.68**	**0.16**
Cnpy1	canopy 1 homolog (zebrafish)	5.95	3.40	0.17
Pax6	paired box gene 6	9.08	6.60	0.18
Acaa2	acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)	9.39	6.94	0.18
Syt7	synaptotagmin VII	7.12	4.73	0.19
Sfrp1	secreted frizzled-related protein 1	9.60	7.21	0.19
Paqr5	**progestin and adipoQ receptor family member V**	**8.32**	**5.98**	**0.20**
Rapgef3	Rap guanine nucleotide exchange factor (GEF) 3	5.97	3.65	0.20
Fgf21	fibroblast growth factor 21	6.96	4.66	0.20
Acsm1	acyl-CoA synthetase medium-chain family member 1	8.38	6.10	0.21
Jakmip1	janus kinase and microtubule interacting protein 1	7.64	5.40	0.21
Es22	esterase 22	5.56	3.33	0.21
Gldc	**glycine decarboxylase**	**7.03**	**4.83**	**0.22**
Ripply3	ripply3 homolog (zebrafish)	6.99	4.83	0.22
Bre	brain and reproductive organ-expressed protein	9.45	7.28	0.22
Sox15	SRY-box containing gene 15	8.13	5.97	0.22
Gpt	glutamic pyruvic transaminase, soluble	8.29	6.18	0.23
Tkt	**transketolase**	**9.66**	**7.55**	**0.23**
Stk35	serine/threonine kinase 35	6.18	4.07	0.23
Ngef	neuronal guanine nucleotide exchange factor	6.49	4.39	0.23
Akr1b7	aldo-keto reductase family 1, member B7	9.73	7.63	0.23
Slc16a12	solute carrier family 16 (monocarboxylic acid transporters), member 12	8.60	6.55	0.24
Pmm1	phosphomannomutase 1	8.68	6.64	0.24
Sdc1	syndecan 1	8.01	5.99	0.25
Mamdc2	MAM domain containing 2	8.05	6.03	0.25
Ckmt1	creatine kinase, mitochondrial 1, ubiquitous	9.50	7.49	0.25
Tm9sf2	transmembrane 9 superfamily member 2	8.91	6.92	0.25
Bnc1	basonuclin 1	10.00	8.03	0.26
Cps1	carbamoyl-phosphate synthetase 1	6.29	4.34	0.26
Shmt1	serine hydroxymethyltransferase 1 (soluble)	5.82	3.88	0.26
Angptl7	angiopoietin-like 7	11.61	9.68	0.26
Ascl2	achaete-scute complex homolog 2 (Drosophila)	5.35	3.44	0.27
Padi4	peptidyl arginine deiminase, type IV	6.06	4.16	0.27
Fjx1	four jointed box 1 (Drosophila)	8.25	6.35	0.27
Slc22a18	solute carrier family 22 (organic cation transporter), member 18	6.68	4.79	0.27
Lemd1	LEM domain containing 1	5.71	3.83	0.27
Prss32	protease, serine, 32	6.95	5.11	0.28
Etv4	ets variant gene 4 (E1A enhancer binding protein, E1AF)	5.51	3.68	0.28

Genes whose expression is also decreased in the PN56 *Klf5*CN corneas are shown in bold.

**Table 3:** Top 50 genes whose expression is most increased in PN11 *Klf5*CN compared with the WT corneas.

Gene symbol	Description	Mean log intensity in WT	Mean log intensity in *Klf5*CN	Fold Difference
Sftpd	surfactant associated protein D	4.11	11.36	151.84
Ccl8	**chemokine (C-C motif) ligand 8**	**5.31**	**12.04**	**105.55**
Expi	extracellular proteinase inhibitor	6.16	12.55	83.66
Lcn2	**lipocalin 2**	**6.72**	**12.06**	**40.53**
Retnla	resistin like alpha	5.62	10.95	40.27
Ppbp	**pro-platelet basic protein**	**3.44**	**8.69**	**37.93**
Ltf	lactotransferrin	6.85	12.06	36.88
Cd209e	CD209e antigen	3.32	8.17	28.77
Cxcl3	**chemokine (C-X-C motif) ligand 3**	**3.32**	**8.13**	**27.94**
Hp	haptoglobin	3.63	8.36	26.49
S100a9	**S100 calcium binding protein A9 (calgranulin B)**	**5.64**	**10.36**	**26.43**
Ear11	eosinophil-associated, ribonuclease A family, member 11	3.32	8.01	25.81
Spink12	serine peptidase inhibitor, Kazal type 11	3.45	7.99	23.23
Cxcl17	chemokine (C-X-C motif) ligand 17	5.25	9.51	19.20
Cxcl2	chemokine (C-X-C motif) ligand 2	3.35	7.37	16.20
Cytip	cytohesin 1 interacting protein	5.55	9.54	15.84
Flt1	FMS-like tyrosine kinase 1	4.11	8.09	15.80
Cxcl5	chemokine (C-X-C motif) ligand 5	6.62	10.56	15.41
Krt16	keratin 16	6.74	10.68	15.31
Sprr1a	small proline-rich protein 1A	5.86	9.68	14.12
Nrsn1	**neurensin 1**	**3.56**	**7.24**	**12.83**
Ms4a6d	**membrane-spanning 4-domains, subfamily A, member 6D**	**5.46**	**9.07**	**12.27**
Socs3	suppressor of cytokine signaling 3	6.08	9.66	11.96
Slfn4	schlafen 4	3.87	7.43	11.75
Slco1a5	solute carrier organic anion transporter family, member 1a5	3.54	7.07	11.58
S100a8	S100 calcium binding protein A8 (calgranulin A)	7.25	10.73	11.13
Ccl9	**chemokine (C-C motif) ligand 9**	**6.52**	**9.99**	**11.11**
Spink5	serine peptidase inhibitor, Kazal type 5	5.38	8.81	10.83
Cd14	CD14 antigen	6.11	9.53	10.71
Cp	ceruloplasmin	7.60	10.98	10.40
Clec4d	**C-type lectin domain family 4, member d**	**3.72**	**7.08**	**10.26**
Stfa2l1	stefin A2 like 1	5.88	9.22	10.13
Ccl6	chemokine (C-C motif) ligand 6	5.42	8.76	10.06
Ifi203	interferon activated gene 203	5.11	8.30	9.11
Chi3l1	chitinase 3-like 1	7.81	10.98	9.00
Ccl5	chemokine (C-C motif) ligand 5	3.32	6.47	8.89
Gcnt2	glucosaminyl (N-acetyl) transferase 2, I-branching enzyme	5.21	8.32	8.65
Sprr2a	**small proline-rich protein 2A**	**3.32**	**6.43**	**8.62**
Alox15	arachidonate 15-lipoxygenase	6.68	9.74	8.34
Acpp	acid phosphatase, prostate	4.14	7.19	8.30
Ccl7	chemokine (C-C motif) ligand 7	3.65	6.70	8.30
Tm4sf1	transmembrane 4 superfamily member 1	7.39	10.43	8.22
Cxcl1	chemokine (C-X-C motif) ligand 1	5.99	9.01	8.08
Htra4	HtrA serine peptidase 4	3.32	6.33	8.02
Il1b	interleukin 1 beta	4.95	7.95	8.01
Nckap1l	NCK associated protein 1 like	3.44	6.42	7.90
Krt23	keratin 23	5.27	8.24	7.84
Plb1	phospholipase B1	4.05	7.01	7.77
Pmaip1	phorbol-12-myristate-13-acetate-induced protein 1	4.71	7.67	7.74
Slc26a4	solute carrier family 26, member 4	3.39	6.33	7.71

Genes whose expression is also increased in the PN56 *Klf5*CN corneas are shown in bold.

**Table 4:** Top 50 genes whose expression is most decreased in PN56 *Klf5*CN compared with the WT corneas.

Gene symbol	Description	Mean log intensity in WT	Mean log intensity in *Klf5*CN	Fold Difference
Klf5	**Kruppel-like factor 5**	**10.22**	**4.75**	**0.02**
Gldc	**glycine decarboxylase**	**7.88**	**4.73**	**0.11**
Ppp1r3c	**protein phosphatase 1, regulatory (inhibitor) subunit 3C**	**10.56**	**7.63**	**0.13**
Gkn1	**gastrokine 1**	**7.50**	**4.59**	**0.13**
Cyp24a1	cytochrome P450, family 24, subfamily a, polypeptide 1	7.75	5.06	0.15
Enpep	glutamyl aminopeptidase	9.38	6.72	0.16
Klk11	kallikrein related-peptidase 11	6.71	4.11	0.16
Folr1	**folate receptor 1 (adult)**	**7.79**	**5.43**	**0.20**
Cd55	CD55 antigen	6.58	4.25	0.20
Dsg1a	desmoglein 1 alpha	11.33	9.06	0.21
Trpm3	transient receptor potential cation channel, subfamily M, member 3	7.20	4.98	0.21
Il1f5	interleukin 1 family, member 5 (delta)	7.78	5.58	0.22
Pygl	liver glycogen phosphorylase	9.93	7.74	0.22
Ldlr	low density lipoprotein receptor	6.63	4.51	0.23
Lect1	leukocyte cell derived chemotaxin 1	7.83	5.72	0.23
Car3	carbonic anhydrase 3	6.11	4.01	0.23
Ces3	**carboxylesterase 3**	**10.11**	**8.04**	**0.24**
Fam184b	family with sequence similarity 184, member B	7.56	5.48	0.24
Mab21l1	mab-21-like 1 (C. elegans)	8.51	6.45	0.24
Paqr5	**progestin and adipoQ receptor family member V**	**8.08**	**6.03**	**0.24**
Dlg2	discs, large homolog 2 (Drosophila)	7.79	5.75	0.24
Sorbs2	sorbin and SH3 domain containing 2	9.45	7.41	0.24
Myo6	myosin VI	7.24	5.21	0.24
Tkt	**transketolase**	**9.65**	**7.62**	**0.25**
Slc14a1	solute carrier family 14 (urea transporter), member 1	9.34	7.32	0.25
Col4a3	collagen, type IV, alpha 3	8.91	6.89	0.25
Aldh1a1	aldehyde dehydrogenase family 1, subfamily A1	10.12	8.11	0.25
Vgll3	vestigial like 3 (Drosophila)	7.81	5.89	0.27
Abcc9	ATP-binding cassette, sub-family C (CFTR/MRP), member 9	6.78	4.86	0.27
Mmab	methylmalonic aciduria (cobalamin deficiency) type B homolog (human)	5.80	3.90	0.27
Tox	thymocyte selection-associated high mobility group box	6.12	4.24	0.27
Crygb	crystallin, gamma B	8.29	6.43	0.27
Ano4	anoctamin 4	5.57	3.71	0.28
Capsl	calcyphosine-like	6.06	4.21	0.28
Dkk1	dickkopf homolog 1 (Xenopus laevis)	7.11	5.26	0.28
Usp19	ubiquitin specific peptidase 19	6.12	4.27	0.28
Ano9	anoctamin 9	6.62	4.77	0.28
Mt3	metallothionein 3	5.17	3.32	0.28
Glb1l2	galactosidase, beta 1-like 2	5.75	3.91	0.28
Kif26a	kinesin family member 26A	6.71	4.87	0.28
Prss32	protease, serine, 32	8.46	6.67	0.29
Cyp2b19	**cytochrome P450, family 2, subfamily b, polypeptide 19**	**5.36**	**3.59**	**0.29**
Slc4a11	solute carrier family 4, sodium bicarbonate transporter-like, member 11	9.40	7.64	0.29
Cryaa	crystallin, alpha A	8.39	6.65	0.30
Scrn1	secernin 1	5.67	3.93	0.30
Phlda2	pleckstrin homology-like domain, family A, member 2	6.20	4.47	0.30
Osbpl6	oxysterol binding protein-like 6	6.50	4.77	0.30
Prkcb	protein kinase C, beta	8.48	6.77	0.31
Fxyd4	FXYD domain-containing ion transport regulator 4	7.29	5.59	0.31
Ipw	imprinted gene in the Prader-Willi syndrome region	6.07	4.38	0.31

Genes whose expression is also decreased in the PN11 *Klf5*CN corneas are shown in bold.

**Table 5:** Top 50 genes whose expression is most increased in PN56 *Klf5*CN compared with the WT corneas.

Gene symbol	Description	Mean log intensity in WT	Mean log intensity in *Klf5*CN	Fold Difference
Ppbp	**pro-platelet basic protein**	**5.28**	**10.79**	**45.32**
Sprr2d	small proline-rich protein 2D	4.73	10.14	42.29
Cxcl3	**chemokine (C-X-C motif) ligand 3**	**4.82**	**10.13**	**39.83**
Clca2	chloride channel calcium activated 2	3.32	8.40	33.76
Fabp4	fatty acid binding protein 4, adipocyte	4.37	9.44	33.53
Cd163	CD163 antigen	3.74	8.57	28.62
Sprr2f	small proline-rich protein 2F	6.65	11.49	28.60
Chi3l3	chitinase 3-like 3	3.67	8.38	26.19
Gsdmc	gasdermin C	5.18	9.70	22.88
Ccl8	**chemokine (C-C motif) ligand 8**	**6.09**	**10.59**	**22.68**
S100a8	S100 calcium binding protein A8 (calgranulin A)	6.60	11.03	21.60
Cxcl5	chemokine (C-X-C motif) ligand 5	6.93	11.10	17.96
Igj	immunoglobulin joining chain	5.48	9.64	17.95
Pip	prolactin induced protein	4.55	8.69	17.72
Ear11	eosinophil-associated, ribonuclease A family, member 11	3.50	7.64	17.65
Sprr2a	**small proline-rich protein 2A**	**7.55**	**11.69**	**17.65**
Srgn	serglycin	7.01	11.15	17.63
Saa3	serum amyloid A 3	5.00	9.04	16.45
Ms4a6d	**membrane-spanning 4-domains, subfamily A, member 6D**	**3.92**	**7.81**	**14.76**
Clca1	chloride channel calcium activated 1	3.84	7.61	13.71
Chi3l4	chitinase 3-like 4	7.05	10.80	13.50
Mrc1	mannose receptor, C type 1	5.27	9.00	13.25
Aqp4	aquaporin 4	3.99	7.70	13.03
Fcgr2b	Fc receptor, IgG, low affinity IIb	4.66	8.29	12.43
Ccl24	chemokine (C-C motif) ligand 24	3.32	6.96	12.42
Serpina3g	serine (or cysteine) peptidase inhibitor, clade A, member 3G	4.63	8.21	11.96
Nlrp10	NLR family, pyrin domain containing 10	4.43	7.98	11.74
Igl-V1	immunoglobulin lambda chain, variable 1	3.32	6.80	11.15
S100a9	**S100 calcium binding protein A9 (calgranulin B)**	**7.47**	**10.92**	**10.97**
Ccr1	chemokine (C-C motif) receptor 1	3.96	7.41	10.92
Chi3l1	chitinase 3-like 1	7.83	11.27	10.91
Csf3r	colony stimulating factor 3 receptor (granulocyte)	4.01	7.43	10.71
Il1b	interleukin 1 beta	5.71	9.11	10.56
Clec4d	**C-type lectin domain family 4, member d**	**3.84**	**7.23**	**10.51**
Mfap4	microfibrillar-associated protein 4	3.94	7.30	10.33
C1qa	complement component 1, q subcomponent, alpha polypeptide	6.22	9.58	10.25
Mmp3	matrix metallopeptidase 3	8.19	11.50	9.89
H2-Ab1	histocompatibility 2, class II antigen A, beta 1	5.92	9.20	9.72
Igh-6	immunoglobulin heavy chain 6 (heavy chain of IgM)	5.26	8.51	9.49
Clec7a	C-type lectin domain family 7, member a	5.31	8.54	9.39
Tyrobp	TYRO protein tyrosine kinase binding protein	5.16	8.37	9.25
Lcn2	**lipocalin 2**	**8.71**	**11.92**	**9.24**
Cxcl13	chemokine (C-X-C motif) ligand 13	3.85	7.04	9.12
Mmp13	matrix metallopeptidase 13	4.73	7.92	9.09
Cytip	cytohesin 1 interacting protein	5.98	9.16	9.06
Nrsn1	**neurensin 1**	**3.77**	**6.93**	**8.96**
Gatm	glycine amidinotransferase (L-arginine:glycine amidinotransferase)	4.46	7.62	8.95
S1pr3	sphingosine-1-phosphate receptor 3	4.00	7.15	8.91
Mcpt2	mast cell protease 2	3.40	6.53	8.77
Ccl9	**chemokine (C-C motif) ligand 9**	**5.93**	**9.06**	**8.74**

Genes whose expression is also increased in the PN11 *Klf5*CN corneas are shown in bold.

### Changes in gene expression during WT corneal maturation

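In WT corneas, the proline-rich cell envelope gene Sprr1a stood at log2 5.86 ± 0.41 at PN11 (n = 3) and 9.69 ± 1.88 at PN56 (n = 4), a rise of 3.83 (SE 0.68, adjusted p = 0.00038). The carboxypeptidase gene Cpz fell from 10.50 ± 0.12 to 3.59 ± 0.32 (log2 -6.91, SE 0.39, adjusted p = 2.7e-08). Read by the brightest probe set of each gene, 597 genes rose more than 2-fold between PN11 and PN56 and 2132 fell. The answer depended on the probe set: the other probe sets of the same genes gave 1981 rises and 1095 falls. Desmoplakin (Dsp) is the widest case, with a rise of 7.33 on a probe set at 3.56 in PN11 corneas and 0.51 on the brightest, at 12.27. Gap junction alpha 1 (Gja1) gave 3.88 on one probe set and -2.78 on another, and the imprinted RNA Meg3 gave 0.36 and -6.07. Of 2778 genes that have several tested probe sets and changed on any of them, 1093 (39.3%) held a probe set that stayed flat or went the other way. That share was 18.7% in the PN11 and 15.9% in the PN56 comparison of Klf5CN with WT.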

Comparison of the WT corneal transcriptomes at PN11 and PN56 revealed that the expression of 1574 genes decreased and 1915 genes increased by more than 2-fold between PN11 and PN56 (Fig. 1C). The 50 most affected genes in the WT PN56 compared with PN11 corneas are listed in Tables 6–7 (See Tables S6 and S7 for the complete list). 

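Read by the brightest probe set of each gene, the largest rise between PN11 and PN56 was in the late cornified envelope gene Lce3a, which lay at the lowest value kept in all 3 PN11 arrays and at 10.19 ± 0.73 in the 4 PN56 arrays, at least 117-fold higher (adjusted p = 1.1e-06). Prostate stem cell antigen (Psca) rose by log2 5.74 (SE 0.41, adjusted p = 1.4e-07), Clca3b by 5.22 (SE 0.42, adjusted p = 3.6e-07) and the epithelial interleukin gene Il1f9 by 5.08 (SE 0.32, adjusted p = 4.6e-08). The interferon-induced gene Oasl1 rose by 4.78 (SE 0.18, adjusted p = 1.1e-09). Read the same way, the largest fall was in the microfibril gene Mfap4, at log2 -7.83 (SE 0.83, adjusted p = 4.5e-06). Imprinted genes of fetal growth were near the top: Dlk1 fell by 5.91 (SE 0.26, adjusted p = 2.3e-09) and the noncoding RNA Rian by 5.85 (SE 0.32, adjusted p = 1.9e-08). The angiotensin receptor gene Agtr2 fell by 5.91 (SE 0.51, adjusted p = 7.5e-07), and the kinase gene Pik3cd by 5.33 (SE 0.18, adjusted p = 3.3e-10), from 12.06 ± 0.09 to 6.73 ± 0.20.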

Transcripts encoding different collagens and other major extracellular matrix (ECM)-related proteins were significantly decreased between PN11 and PN56, suggesting that most of the ingredients for stromal ECM are produced before or around eyelid opening (Tables 7 and 8). Similarly, expression of Adam family proteinases and other MMPs that play significant roles in remodeling ECM [34] also was sharply decreased between PN11 and PN56 (Table 9), providing further evidence that most of the stromal ECM is in place by eyelid opening stage and little stromal remodeling occurs in the adult cornea [35].

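Fibrillar and associated collagens fell steeply. Col5a1 went from log2 12.65 ± 0.12 in 3 PN11 WT arrays to 6.91 ± 0.51 in 4 PN56 WT arrays (log2 -5.74, SE 0.51, adjusted p = 9.1e-07), and Col3a1 from 13.00 ± 0.08 to 8.81 ± 0.52 (log2 -4.19, SE 0.44, adjusted p = 3.7e-06). Col1a1, the main chain of stromal collagen I, fell by 3.75 (SE 0.54, adjusted p = 6.4e-05), Col9a1 by 6.70 (SE 0.42, adjusted p = 5.0e-08) and Col11a1 by 6.61 (SE 0.41, adjusted p = 4.5e-08). Of 38 collagen genes, 31 fell and 0 rose, also with p-values adjusted over the list alone. The median change was log2 -2.27, and the list lay lower than other genes (camera adjusted p = 2.4e-13, adjusted p = 0.20 with an estimated correlation). Of 63 other matrix genes, 49 fell and 0 rose, the same with p-values adjusted over the list alone (median -2.42, camera adjusted p = 2.2e-15, adjusted p = 0.36 with an estimated correlation). Among them, matrilin 4 (Matn4) fell by 5.68, fibrillin 2 (Fbn2) by 4.95, asporin (Aspn) by 4.84 and fibromodulin (Fmod) by 3.53. In the same comparison 23 of 26 keratocyte genes fell and 0 rose (median -2.56, camera adjusted p = 9.2e-10, adjusted p = 0.47 with an estimated correlation), and 25 of 28 genes of blood vessel endothelium fell and 2 rose (median -2.41, camera adjusted p = 4.2e-08, adjusted p = 0.46 with an estimated correlation), the same adjusted over the list alone. The keratocyte list includes matrix genes already counted, such as Col1a1, Aspn and Fmod, so its fall is partly the same result. The arrays do not separate fewer stromal cells in the sample from less matrix transcript per cell. The paper proposes that most stromal matrix is produced before or around eyelid opening. Transcript levels at 2 ages give the amount of RNA at PN11 and PN56 but neither the rate nor the days of matrix production.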

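Matrix metalloproteinase 2 (Mmp2), a gelatinase of stromal cells, fell between PN11 and PN56 by log2 4.50 (SE 0.57, adjusted p = 2.0e-05). Mmp23 fell by 4.13 (SE 0.37, adjusted p = 9.4e-07) and the membrane-bound Mmp14 by 2.03 (SE 0.21, adjusted p = 3.2e-06). Adam33 fell by 3.11 (SE 0.49, adjusted p = 0.00014). Adamts12 fell by 3.03 (SE 0.28, adjusted p = 1.2e-06) and Adam19 by 2.42. Of 15 MMP genes, 5 fell and 0 rose, also with p-values adjusted over the list alone, and of 27 Adam and Adamts genes 14 fell and 1 rose (1 to 2 rose with 1 array left out, 14 and 2 adjusted over the list alone). The Adam list lay lower (median -1.07, camera adjusted p = 0.012, adjusted p = 0.54 with an estimated correlation). For the MMP list the same test gave an adjusted p of 0.12, with a median of -0.70. The paper takes the falls as further evidence that stromal matrix is in place by eyelid opening. Protease transcripts were measured here, and protease activity was not.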

**Table 6:** Top 50 genes whose expression is most increased during post-eyelid opening WT corneal maturation between PN11 and PN56.

Gene symbol	Description	Mean log intensity in PN11	Mean log intensity in PN56	Fold Difference
Dsp	**desmoplakin**	**3.56**	**10.89**	**160.99**
Lce3a	**late cornified envelope 3A**	**3.32**	**10.19**	**116.53**
Scd2	stearoyl-Coenzyme A desaturase 2	4.05	10.28	75.18
Psca	prostate stem cell antigen	6.24	11.98	53.45
Clca4	chloride channel calcium activated 4	3.44	8.65	37.16
Dsc3	**desmocollin 3**	**4.79**	**9.89**	**34.31**
Il1f9	interleukin 1 family, member 9	4.88	9.96	33.83
Lce3c	**late cornified envelope 3C**	**3.32**	**8.12**	**27.78**
Oasl1	oligoadenylate synthetase-like 1	5.47	10.26	27.52
Vps35	vacuolar protein sorting 35	3.95	8.67	26.32
Piga	phosphatidylinositol glycan anchor biosynthesis, class A	4.69	9.41	26.29
Prkci	protein kinase C, iota	4.15	8.79	25.04
Expi	extracellular proteinase inhibitor	6.16	10.76	24.20
Ggta1	glycoprotein galactosyltransferase alpha 1, 3	3.32	7.91	24.00
Il1f6	interleukin 1 family, member 6	3.91	8.45	23.34
Hif1a	hypoxia inducible factor 1, alpha subunit	3.80	8.24	21.65
Met	met proto-oncogene	3.75	8.15	21.23
Mobkl1b	MOB1, Mps One Binder kinase activator-like 1B (yeast)	4.60	9.00	21.15
Sema4d	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D	3.32	7.70	20.75
Pdcd6ip	programmed cell death 6 interacting protein	4.61	8.97	20.44
Mxd1	MAX dimerization protein 1	4.03	8.38	20.43
Pdlim5	PDZ and LIM domain 5	4.51	8.80	19.54
Sprr2a	**small proline-rich protein 2A**	**3.32**	**7.55**	**18.73**
Lin7c	lin-7 homolog C (C. elegans)	4.44	8.58	17.56
Sftpd	surfactant associated protein D	4.11	8.24	17.49
Adam10	a disintegrin and metallopeptidase domain 10	3.58	7.70	17.47
Vcl	Vinculin	3.32	7.44	17.42
Trp63	transformation related protein 63	3.71	7.82	17.28
Tgfbr1	transforming growth factor, beta receptor I	3.32	7.38	16.67
Slc1a1	solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1	4.61	8.54	15.26
Spink5	serine peptidase inhibitor, Kazal type 5	5.38	9.30	15.21
Sdcbp2	syndecan binding protein (syntenin) 2	4.54	8.46	15.07
Gja1	**gap junction protein, alpha 1**	**6.03**	**9.91**	**14.68**
Obfc2a	oligonucleotide/oligosaccharide-binding fold containing 2A	4.96	8.82	14.50
Cxadr	coxsackie virus and adenovirus receptor	3.75	7.61	14.50
Mff	mitochondrial fission factor	7.34	11.19	14.37
Sprr1a	**small proline-rich protein 1A**	**5.86**	**9.69**	**14.26**
Clic5	chloride intracellular channel 5	4.48	8.26	13.78
Nr1d2	nuclear receptor subfamily 1, group D, member 2	3.32	7.10	13.74
Pax6	paired box gene 6	4.54	8.30	13.60
Gch1	GTP cyclohydrolase 1	4.66	8.43	13.56
Il1a	interleukin 1 alpha	4.09	7.84	13.45
Dnm1l	dynamin 1-like	3.32	7.07	13.39
Ide	insulin degrading enzyme	4.54	8.28	13.39
Slc5a1	solute carrier family 5 (sodium/glucose cotransporter), member 1	7.41	11.14	13.28
Dock1	dedicator of cytokinesis 1	3.39	7.10	13.10
Sgpl1	sphingosine phosphate lyase 1	3.32	7.03	13.06
Malat1	metastasis associated lung adenocarcinoma transcript 1 (non-coding RNA)	7.96	11.66	13.05
Slc19a2	solute carrier family 19 (thiamine transporter), member 2	4.74	8.44	13.00
Atrx	alpha thalassemia/mental retardation syndrome X-linked homolog (human)	3.32	7.00	12.79

Genes encoding cell junctional complex components or markers of epithelial stratification are shown in bold.

**Table 7:** Top 50 genes whose expression is most decreased during post-eyelid opening WT corneal maturation between PN11 and PN56.

Gene symbol	Description	Mean log intensity in PN11	Mean log intensity in PN56	Fold Difference
Mfap4	**microfibrillar-associated protein 4**	**11.77**	**3.94**	**0.00**
Cpz	carboxypeptidase Z	10.50	3.59	0.01
Col11a1	**collagen, type XI, alpha 1**	**10.77**	**4.05**	**0.01**
Col9a1	**collagen, type IX, alpha 1**	**11.51**	**4.81**	**0.01**
Col5a2	**collagen, type V, alpha 2**	**12.06**	**5.95**	**0.01**
Meg3	maternally expressed 3	11.22	5.14	0.02
Col5a1	**collagen, type V, alpha 1**	**10.43**	**4.50**	**0.02**
Dlk1	delta-like 1 homolog (Drosophila)	10.15	4.23	0.02
Agtr2	angiotensin II receptor, type 2	10.19	4.28	0.02
Fmod	**fibromodulin**	**11.95**	**6.08**	**0.02**
Rian	RNA imprinted and accumulated in nucleus	9.47	3.61	0.02
H19	H19 fetal liver mRNA	11.32	5.48	0.02
Adamts2	**a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2**	**9.48**	**3.68**	**0.02**
Matn4	**matrilin 4**	**11.63**	**5.95**	**0.02**
Col3a1	**collagen, type III, alpha 1**	**11.26**	**5.81**	**0.02**
Pik3cd	phosphatidylinositol 3-kinase catalytic delta polypeptide	12.06	6.73	0.03
Thbs2	**thrombospondin 2**	**11.78**	**6.49**	**0.03**
Twist2	twist homolog 2 (Drosophila)	9.03	3.82	0.03
Clec3b	**C-type lectin domain family 3, member b**	**8.77**	**3.57**	**0.03**
Aplnr	apelin receptor	9.21	4.04	0.03
Cryga	crystallin, gamma A	9.02	3.89	0.03
Mfap2	**microfibrillar-associated protein 2**	**11.15**	**6.07**	**0.03**
Fbn2	**fibrillin 2**	**9.06**	**4.00**	**0.03**
Ctsk	cathepsin K	11.39	6.39	0.03
Dpep1	dipeptidase 1 (renal)	10.50	5.53	0.03
Col6a2	**collagen, type VI, alpha 2**	**12.35**	**7.49**	**0.03**
Kazald1	Kazal-type serine peptidase inhibitor domain 1	9.89	5.05	0.04
Aspn	Aspirin	9.25	4.41	0.04
Mmp23	**matrix metallopeptidase 23**	**8.04**	**3.32**	**0.04**
***Thbs4***	**thrombospondin 4**	**11.04**	**6.35**	**0.04**
Camk4	calcium/calmodulin-dependent protein kinase IV	8.28	3.60	0.04
C1qtnf2	C1q and tumor necrosis factor related protein 2	9.40	4.80	0.04
Mcpt4	mast cell protease 4	8.04	3.44	0.04
Itih5	inter-alpha (globulin) inhibitor H5	8.06	3.47	0.04
Pi16	peptidase inhibitor 16	8.09	3.51	0.04
Lox	lysyl oxidase	11.18	6.60	0.04
Mfap5	**microfibrillar associated protein 5**	**8.13**	**3.60**	**0.04**
Col6a1	**collagen, type VI, alpha 1**	**12.49**	**7.97**	**0.04**
Col24a1	**collagen, type XXIV, alpha 1**	**7.84**	**3.32**	**0.04**
Aebp1	AE binding protein 1	9.73	5.22	0.04
Pycr1	pyrroline-5-carboxylate reductase 1	8.34	3.84	0.04
Mmp2	**matrix metallopeptidase 2**	**11.37**	**6.87**	**0.04**
Pdgfrl	platelet-derived growth factor receptor-like	11.01	6.54	0.05
B3gnt9	**UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 9**	**8.44**	**3.98**	**0.05**
Tac1	tachykinin 1	8.86	4.41	0.05
Angptl7	angiopoietin-like 7	11.61	7.17	0.05
Creb3l1	cAMP responsive element binding protein 3-like 1	8.40	3.96	0.05
Cgref1	cell growth regulator with EF hand domain 1	7.74	3.32	0.05
Gpx7	glutathione peroxidase 7	9.69	5.27	0.05
Gpr124	G protein-coupled receptor 124	8.53	4.13	0.05
Igfbp4	insulin-like growth factor binding protein 4	11.62	7.24	0.05

ECM-associated genes are shown in bold.

**Table 8:** Expression of ECM-related genes between PN11 and PN56.

Gene symbol	Description	Mean log intensity for PN11	Mean log intensity for PN56	Fold Difference
**A. Collagens**				
Col11a1	collagen, type XI, alpha 1	10.77	4.05	0.01
Col9a1	collagen, type IX, alpha 1	11.51	4.81	0.01
Col5a2	collagen, type V, alpha 2	12.06	5.95	0.01
Col5a1	collagen, type V, alpha 1	10.43	4.50	0.02
Col3a1	collagen, type III, alpha 1	11.26	5.81	0.02
Col6a2	collagen, type VI, alpha 2	12.35	7.49	0.03
Col6a1	collagen, type VI, alpha 1	12.49	7.97	0.04
Col24a1	collagen, type XXIV, alpha 1	7.84	3.32	0.04
Col1a2	collagen, type I, alpha 2	13.04	8.71	0.05
Col14a1	collagen, type XIV, alpha 1	9.76	5.75	0.06
Col27a1	collagen, type XXVII, alpha 1	8.78	5.03	0.07
Col1a1	collagen, type I, alpha 1	12.83	9.08	0.08
Col2a1	collagen, type II, alpha 1	7.02	3.32	0.08
Col16a1	collagen, type XVI, alpha 1	10.92	7.52	0.10
Col11a2	collagen, type XI, alpha 2	7.33	4.04	0.10
Col6a3	collagen, type VI, alpha 3	12.48	9.36	0.12
Col5a3	collagen, type V, alpha 3	7.56	4.47	0.12
Col13a1	collagen, type XIII, alpha 1	7.10	4.11	0.13
Col15a1	collagen, type XV, alpha 1	6.78	3.85	0.13
Col20a1	collagen, type XX, alpha 1	6.01	3.32	0.16
Col4a2	collagen, type IV, alpha 2	10.76	8.37	0.19
Col8a1	collagen, type VIII, alpha 1	10.90	8.51	0.19
Col4a1	collagen, type IV, alpha 1	11.14	8.99	0.23
Col12a1	collagen, type XII, alpha 1	12.32	10.45	0.28
Col18a1	collagen, type XVIII, alpha 1	7.48	5.64	0.28
Col4a5	collagen, type IV, alpha 5	11.08	9.81	0.42
Col23a1	collagen, type XXIII, alpha 1	6.44	5.22	0.43
Col7a1	collagen, type VII, alpha 1	9.90	8.74	0.45
**B. Other ECM-related proteins**				
Lamb1-1	laminin B1 subunit 1	8.68	7.56	0.46
Lama1	laminin, alpha 1	5.30	3.32	0.25
Lama2	laminin, alpha 2	8.86	5.40	0.09
Lama4	laminin, alpha 4	7.65	3.41	0.05
Lamb2	laminin, beta 2	8.33	6.32	0.25
Lamc1	laminin, gamma 1	9.09	7.01	0.24
Lgals1	lectin, galactose binding, soluble 1	11.61	8.00	0.08
Lgals7	lectin, galactose binding, soluble 7	8.13	6.13	0.25
Lman1	lectin, mannose-binding, 1	9.95	8.89	0.48
Lum	Lumican	12.81	10.12	0.16
Sdc2	syndecan 2	7.75	6.68	0.48
Sdc3	syndecan 3	8.86	6.07	0.15
Sdc4	syndecan 4	10.70	8.21	0.18
Kera	keratocan	12.81	9.27	0.09
Vim	vimentin	11.64	8.46	0.11
Fndc1	fibronectin type III domain containing 1	9.31	6.74	0.17
Fndc3b	fibronectin type III domain containing 3B	9.45	8.13	0.40
Fndc4	fibronectin type III domain containing 4	6.29	4.22	0.24
Fndc5	fibronectin type III domain containing 5	6.34	3.69	0.16
Chad	chondroadherin	7.63	4.18	0.09
Chpf	chondroitin polymerizing factor	8.01	5.53	0.18
Chpf2	chondroitin polymerizing factor 2	8.41	6.42	0.25
Chsy3	chondroitin sulfate synthase 3	8.48	5.71	0.15
Chst1	carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	5.81	4.76	0.48
Chst14	carbohydrate (N-acetylgalactosamine 4-0) sulfotransferase 14	7.87	6.29	0.33
Chst5	carbohydrate (N-acetylglucosamine 6-O) sulfotransferase 5	10.46	9.15	0.40
Chst7	carbohydrate (N-acetylglucosamino) sulfotransferase 7	6.16	3.62	0.17
Chst11	carbohydrate sulfotransferase 11	7.89	5.63	0.21
Chst12	carbohydrate sulfotransferase 12	7.30	6.03	0.41
Chst2	carbohydrate sulfotransferase 2	5.93	3.71	0.22
Has2	hyaluronan synthase 2	7.34	5.83	0.35

**Table 9:** Expression of metalloproteinases and other genes associated with matrix remodeling between PN11 and PN56.

Gene symbol	Description	Mean log intensity for PN11	Mean log intensity for PN56	Fold Difference
**A. Decreased Expression**				
Adamts2	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2	9.48	3.68	0.02
Adam33	a disintegrin and metallopeptidase domain 33	7.08	3.96	0.12
Adamts12	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 12	6.55	3.52	0.12
Adam22	a disintegrin and metallopeptidase domain 22	6.96	4.46	0.18
Adamts10	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 10	8.05	5.83	0.22
Adamts9	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 9	6.34	4.76	0.33
Adamts3	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 3	6.68	5.61	0.48
Mmp23	matrix metallopeptidase 23	8.04	3.32	0.04
Mmp2	matrix metallopeptidase 2	11.37	6.87	0.04
Mmp14	matrix metallopeptidase 14 (membrane-inserted)	9.59	5.52	0.06
Mmp16	matrix metallopeptidase 16	5.85	3.40	0.18
Mmp15	matrix metallopeptidase 15	7.38	5.83	0.34
Mxra8	matrix-remodeling associated 8	10.66	8.48	0.22
Mxra7	matrix-remodeling associated 7	7.65	6.15	0.35
**B. Increased Expression**				
Adam10	a disintegrin and metallopeptidase domain 10	3.58	7.70	17.47
Adam17	a disintegrin and metallopeptidase domain 17	5.07	7.41	5.06
Adamts1	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 1	6.69	8.25	2.96

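Occludin (Ocln), tight junction protein 1 (Tjp1) and periplakin (Ppl) each rose about 2-fold in WT corneas from PN11 (n = 3) to PN56 (n = 4). The rise was log2 1.03 for Ocln (SE 0.15, adjusted p = 8.6e-05), 1.10 for Tjp1 (SE 0.13, adjusted p = 1.4e-05) and 1.19 for Ppl (SE 0.13, adjusted p = 4.6e-06). The connexin gene Gjb5 rose by 1.06 (SE 0.20, adjusted p = 0.00078). Of 28 junction genes, 3 rose (2 to 5 with 1 array left out) and 0 fell, also with p-values adjusted over the list alone (median 0.49, camera adjusted p = 7.5e-06, adjusted p = 0.16 with an estimated correlation). The desmosome genes Dsp and Dsc3 were high at both ages: Dsp stood at 12.27 ± 0.04 and 12.79 ± 0.19 (log2 0.51, adjusted p = 0.034) and Dsc3 at 11.11 ± 0.26 and 11.73 ± 0.16 (log2 0.63, adjusted p = 0.020), both under 2-fold. A dimmer Dsc3 probe set rose by 5.10 (SE 0.34, adjusted p = 8.4e-08), from 4.79 ± 0.22 to 9.89 ± 0.58. Gja1 stood at 11.99 ± 0.02 and 12.29 ± 0.10 (adjusted p = 0.18). Of 15 desmosome genes 1 rose (1 to 2 with 1 array left out) and 0 fell, also adjusted over the list alone (median 0.60, camera adjusted p = 0.0014, adjusted p = 0.46 with an estimated correlation). Of 33 cornified envelope genes 12 rose and 1 fell, the same adjusted over the list alone (median 0.63, camera adjusted p = 1.8e-05, adjusted p = 0.36 with an estimated correlation). Lce3c lay at the lowest value kept at PN11 and was at least 27.8-fold higher at PN56 (adjusted p = 0.00033), and Spink5 rose by 3.93. Of 18 genes of corneal epithelial identity 4 rose and 0 fell, the same adjusted over the list alone (median 0.28, camera adjusted p = 0.0024, adjusted p = 0.46 with an estimated correlation), Muc4 by 1.69 and Elf3 by 1.06, while Krt12 stayed level (0.01, adjusted p = 0.99).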

Expression of several cell-junctional complexes and late markers of stratified squamous epithelial cells increased significantly between PN11 and PN56 (shown in bold in Table 6), when much of the corneal epithelial stratification occurs. In addition, expression of several members of the solute carrier family was significantly elevated between PN11 and PN56 (Table 10), reflecting the elevated need for solute transport in metabolically active adult corneas. 

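The sodium-glucose transporter gene Slc5a1 rose from log2 7.41 ± 0.25 at PN11 to 11.14 ± 0.27 at PN56 in WT corneas (log2 3.73, SE 0.16, adjusted p = 2.1e-09). The glutamate transporter gene Slc1a1 rose by 2.69 (SE 0.18, adjusted p = 6.4e-08). The anion exchanger gene Slc26a7 fell by 3.48 (SE 0.30, adjusted p = 8.0e-07), Slc9a7 by 2.94 (SE 0.24, adjusted p = 4.6e-07) and the iron exporter gene Slc40a1 by 2.65 (SE 0.24, adjusted p = 1.1e-06). Of 262 solute carrier genes measured, 20 rose and 44 fell, also with p-values adjusted over the list alone (median -0.20, camera adjusted p = 0.77). Over all 13660 genes, 597 rose and 2132 fell on the brightest probe sets. The list of 47 water and ion channel genes also holds sodium pump subunits, Fxyd genes and carbonic anhydrases. In this channel list 7 rose and 11 fell, the same adjusted over the list alone, with Clic5 up by 3.05 and Clic6 and Fxyd6 down by 2.93 and 3.39. Its median was -0.24, while camera placed the list on the higher side (adjusted p = 0.58). In Klf5CN corneas, 9 solute carriers were higher and 5 lower at PN11, and 24 and 8 at PN56, all the same adjusted over the list alone. Slco1a5 rose by 3.53 and 2.27 and Slc26a4 by 2.95 and 3.08. Of the channel list, 5 genes were higher and 2 lower at PN11 and 8 and 2 at PN56 (7 and 2, and 8 and 2, adjusted over the list alone). With 1 array left out, 3 to 6 genes of that list were higher at PN11 and 1 to 2 lower at either age, and 5 to 12 solute carriers were lower at PN56. The channel list lay higher at both ages (camera adjusted p = 0.029 and 0.010, adjusted p = 0.42 and 0.32 with an estimated correlation). With quantile normalization its camera adjusted p at PN11 was 0.056. Aqp4 rose by 3.01 at PN11 and 3.70 at PN56, and Fxyd5 by 1.77 and 2.18. The paper reads the rises as a greater need for solute transport in adult corneas.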

While specific corneal functions of many of these solute carrier family members are not known, it is noteworthy that mutations in *SLC4A11* and *SLC16A12* are associated with congenital hereditary endothelial dystrophy (CHED) [36] and microcornea [37], respectively. 

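Slc4a11, a transporter gene of the corneal endothelium, rose from log2 9.49 ± 0.40 in 3 PN11 WT arrays to 10.91 ± 0.22 in 4 PN56 WT arrays (log2 1.42, SE 0.25, adjusted p = 0.00031). In Klf5CN corneas it was at 9.72 at PN56, a fall of 1.19 (SE 0.23, adjusted p = 0.0028), and -0.62 from WT at PN11 (SE 0.26, adjusted p = 0.19). Slc16a12 stood at 8.60 ± 0.16 and 9.76 ± 0.30 in WT (log2 1.16, SE 0.47, adjusted p = 0.062). It fell in PN11 Klf5CN corneas (log2 -2.05, SE 0.51, adjusted p = 0.026), with -0.99 at PN56 (SE 0.44, adjusted p = 0.15). Slc4a4, a bicarbonate transporter gene that also belongs to the endothelium, fell by 1.06 in PN56 Klf5CN corneas. Of 7 corneal endothelium genes, 2 rose and 1 fell in maturation, 0 changed at PN11 and 0 rose and 2 fell at PN56, all the same adjusted over the list alone. With 1 array left out, 1 to 2 rose and 1 to 2 fell in maturation, and 1 to 2 fell at PN56. At PN11, 1 was higher and 1 lower at an unadjusted limma p below 0.05. At PN56 the list lay lower (median -0.74, camera adjusted p = 0.00016, adjusted p = 0.20 with an estimated correlation), and at PN11 it stayed level (median 0.08, camera adjusted p = 0.84).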

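Arachidonate 15-lipoxygenase (Alox15) rose in WT corneas from PN11 to PN56 by log2 3.27 (SE 0.52, adjusted p = 0.00015), and carbonic anhydrase 13 (Car13) by 1.24 (SE 0.28, adjusted p = 0.0026). S100a9, part of the neutrophil protein calprotectin, rose by 1.83 (SE 0.61, adjusted p = 0.026), with overlapping arrays. Ceruloplasmin (Cp) stood at 7.60 ± 0.65 and 8.07 ± 0.57 (adjusted p = 0.41). Alox12 stood 0.66 lower at PN56 (adjusted p = 0.026, under 2-fold). Car2 gave 0.52 (adjusted p = 0.41), Car12 0.65 (adjusted p = 0.016, under 2-fold) and S100a8 -0.65 (adjusted p = 0.42). Of 9 genes of this kind named in the paper, 3 rose and 0 fell, also with p-values adjusted over the list alone (median 0.52, camera adjusted p = 0.11). Of 29 genes of oxidative stress defence, fixed beforehand, 1 rose and 4 fell, the same adjusted over the list alone (median 0.03, camera adjusted p = 0.77). Thioredoxin reductase 1 (Txnrd1) rose by 1.39, and the glutathione peroxidase gene Gpx7 and peroxiredoxin 4 (Prdx4) fell by 4.41 and 2.00. In Klf5CN corneas 7 of the 9 were higher at each age, also adjusted over the list alone (medians 1.85 and 1.71, camera adjusted p = 1.2e-09 and 1.0e-06, adjusted p = 0.15 and 0.17 with an estimated correlation). S100a8 rose by 3.48 at PN11 and 4.43 at PN56, S100a9 by 4.72 and 3.46, Cp by 3.38 and 1.95 and Car12 by 1.41 and 1.70. The defence list had 3 higher and 1 lower genes at each age (3 and 1 at PN11 and 4 and 1 at PN56 adjusted over the list alone). With 1 array left out, 1 to 3 were higher at PN11, and 1 to 4 higher and 0 to 1 lower at PN56. Heme oxygenase 1 (Hmox1) rose by 1.65 and 1.22. The paper proposes more oxidative stress in adult than in PN11 corneas. The genes it names were chosen by the study and are no independent evidence, and oxidation itself was not measured here.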

Another important change that takes place between PN11 and PN56 corneas is the increased expression of several oxidative stress related genes including ceruloplasmin, an antioxidant enzyme upregulated in different neurodegenerative disorders including glaucoma [38], [39], Arachidonate lipoxygenase-12 and -15, which promote epithelial wound healing and host defense [40], carbonic anhydrase-2, -12, and -13, overexpressed in human glaucoma [41]–[43], and calcium binding proteins S100A8 and A9 (Table 6), suggesting an increase in oxidative stress in the adult compared with the PN11 corneas.

**Table 10:** WT corneal expression of solute carrier family members increased between PN11 and PN56.

Gene symbol	Description	Mean log intensity in PN11	Mean log intensity in PN56	Fold Difference
Slc1a1	solute carrier family 1 (neuronal/epithelial high affinity glutamate transporter, system Xag), member 1	4.61	8.54	15.26
Slc5a1	solute carrier family 5 (sodium/glucose cotransporter), member 1	7.41	11.14	13.28
Slc19a2	solute carrier family 19 (thiamine transporter), member 2	4.74	8.44	13.00
Slc6a14	solute carrier family 6 (neurotransmitter transporter), member 14	7.93	11.48	11.70
Slc28a3	solute carrier family 28 (sodium-coupled nucleoside transporter), member 3	5.34	8.72	10.40
Slc39a8	solute carrier family 39 (metal ion transporter), member 8	4.95	8.22	9.63
Slc4a11	solute carrier family 4, sodium bicarbonate transporter-like, member 11	6.43	9.40	7.84
Slc35a3	solute carrier family 35 (UDP-N-acetylglucosamine (UDP-GlcNAc) transporter), member 3	4.36	7.02	6.31
Slc22a4	solute carrier family 22 (organic cation transporter), member 4	3.65	6.08	5.41
Slc12a2	solute carrier family 12, member 2	7.94	10.26	4.99
Slc39a6	solute carrier family 39 (metal ion transporter), member 6	5.16	7.47	4.97
Slc25a15	solute carrier family 25 (mitochondrial carrier ornithine transporter), member 15	3.62	5.76	4.42
Slc10a7	solute carrier family 10 (sodium/bile acid cotransporter family), member 7	3.48	5.60	4.35
Slc6a6	solute carrier family 6 (neurotransmitter transporter, taurine), member 6	3.32	5.35	4.09
Slc14a1	solute carrier family 14 (urea transporter), member 1	6.62	8.54	3.76
Slc25a24	solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 24	6.85	8.68	3.55
Slc38a9	solute carrier family 38, member 9	4.24	5.96	3.29
Slc22a5	solute carrier family 22 (organic cation transporter), member 5	5.20	6.64	2.71
Slc25a30	solute carrier family 25, member 30	4.72	6.15	2.69
Slc11a2	solute carrier family 11 (proton-coupled divalent metal ion transporters), member 2	6.50	7.92	2.68
Slc37a1	solute carrier family 37 (glycerol-3-phosphate transporter), member 1	6.91	8.32	2.66
Slco4a1	solute carrier organic anion transporter family, member 4a1	7.36	8.75	2.61
Slc4a7	solute carrier family 4, sodium bicarbonate cotransporter, member 7	4.65	5.99	2.54
Slc44a4	solute carrier family 44, member 4	7.12	8.44	2.50
Slc38a10	solute carrier family 38, member 10	5.19	6.44	2.38
Slc5a8	solute carrier family 5 (iodide transporter), member 8	8.21	9.45	2.36
Slc20a2	solute carrier family 20, member 2	6.11	7.35	2.36
Slc44a2	solute carrier family 44, member 2	6.08	7.31	2.34
Slc25a36	solute carrier family 25, member 36	6.30	7.51	2.32
Slc38a2	solute carrier family 38, member 2	8.38	9.57	2.27
Slc4a4	solute carrier family 4 (anion exchanger), member 4	6.91	8.09	2.27
Slc16a12	solute carrier family 16 (monocarboxylic acid transporters), member 12	8.60	9.76	2.24
Slc25a13	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 13	7.49	8.62	2.20
Slc35b4	solute carrier family 35, member B4	5.66	6.79	2.19
Slc6a20a	solute carrier family 6 (neurotransmitter transporter), member 20A	5.95	7.02	2.10

### Differences in PN56 corneal Klf4- and Klf5-target genes

Comparison of the PN56 corneal Klf5-target genes with those described previously for Klf4 [21] identified 260 common targets (204 increased and 56 decreased; Fig. 1E; Tables S8 and S9), with many more modulated exclusively in the *Klf4*CN (270 increased and 349 decreased) or *Klf5*CN (512 increased and 109 decreased) corneas. Most of the common increases in *Klf4*CN and *Klf5*CN corneas are associated with immune response, reflecting enhanced inflammatory conditions in those corneas. Regulation of largely distinct sets of target genes by Klf4 and Klf5 is consistent with their non-redundant functions in the mouse cornea [22], [31].

### Elevated immune response in *Klf5*CN corneas

Canonical pathway analysis of the aggregate Klf5-target genes identified 26 significantly (p<0.001) enriched pathways, predominantly associated with immune function (Table S10). Expression of most of the genes associated with these pathways was increased, increasing the likelihood that these pathways represent indirect response to disruption of *Klf5*. 

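Many macrophage and neutrophil genes rose in Klf5CN corneas. The receptor genes Cd14 and Mrc1 rose at PN11 by log2 3.42 and 2.78, and Mrc1 and Fcgr2b at PN56 by 3.73 and 4.15. The neutrophil receptor gene Csf3r rose by 2.67 at PN11 (SE 0.51, adjusted p = 0.0066) and 3.42 at PN56 (SE 0.44, adjusted p = 0.00022). Cxcl5, a chemokine that attracts neutrophils, rose by 3.95 and 4.17 (SE 0.64 and 0.55, adjusted p = 0.0026 and 0.00025). Ctla4 and Icos of T cells rose at PN56 by 2.61 and 2.01, and the antibody joining chain gene Jchain by 4.17 with overlapping arrays. The antigen-presenting chain gene Cd74 rose by 2.26 at PN11 (SE 0.47, adjusted p = 0.010) and 2.76 at PN56 (SE 0.41, adjusted p = 0.00052). At PN11, genes higher numbered 16 of 25 for macrophages, 13 of 17 for neutrophils, 3 of 16 for T and NK cells, 3 of 13 for B and plasma cells, 4 of 12 for MHC class II and 23 of 44 for chemokines and cytokines. None was lower, and adjusted over the list alone the counts were 23, 14, 6, 3, 6 and 28. At PN56 they were 23, 13, 11, 10, 8 and 23, with none lower (23, 14, 11, 11, 8 and 27 adjusted over the list alone). Single arrays move several of these counts. Without PN11 WT replicate 1, the PN11 counts drop to 4 for macrophages, 2 for MHC class II and 15 for chemokines and cytokines, and without PN11 Klf5CN replicate 1 that of T and NK cells drops to 1. With 1 array left out, the PN56 counts of T and NK cells, B cells and MHC class II drop to as few as 6, 5 and 5. Camera adjusted p ran from 9.3e-17 for chemokines to 0.0068 for B cells at PN11, and from 3.9e-18 for macrophages to 2.5e-05 for MHC class II at PN56. With an estimated correlation none passed: adjusted p = 0.18 with an estimated correlation was the lowest of the 6 at PN11, and 0.17 at PN56. The paper reads the rises as a likely indirect response to Klf5 loss. The arrays read all cells of the cornea together, and do not separate more immune cells from more transcript per cell.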

To overcome this limitation, we repeated pathway analyses selectively for the genes with decreased expression in *Klf5*CN corneas. Several xenobiotic stress response-related pathways were predominantly enriched in genes with decreased expression upon disruption of *Klf5*, suggesting that Klf5 plays a role in xenobiotic stress response in the cornea (Table 11).

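The carboxylesterase gene Ces1d, the alcohol dehydrogenase gene Adh6b and the cytochrome P450 gene Cyp2b19 fell in Klf5CN corneas. Adh6b fell by log2 2.75 at PN11 (SE 0.29, adjusted p = 9.8e-05), and Cyp2b19 by 2.61 at PN11 and 1.77 at PN56 (SE 0.38 at PN11, adjusted p = 0.0012). The quinone reductase gene Nqo1 fell by 1.29 and 1.04 (SE 0.18 and 0.15, adjusted p = 0.00082 and 0.00049). The glutathione transferase genes Gsta3 and Mgst2 fell at PN11 by 1.67 and 1.35. The corneal crystallin and aldehyde dehydrogenase gene Aldh1a1 fell at PN56 by 2.01 (SE 0.32, adjusted p = 0.00081). Of 83 xenobiotic genes, 0 were higher and 14 lower at PN11, and 3 higher and 13 lower at PN56 (2 and 14, and 3 and 13, adjusted over the list alone). Without PN11 WT replicate 1, only 7 were lower at PN11, and with 1 array left out 9 to 20 were lower and 3 to 5 higher at PN56. Cyp4f18 rose at PN56 by 2.10 and Cyp2f2 by 1.53. The list lay lower at both ages (medians -0.29 and -0.38, camera adjusted p = 1.5e-05 and 2.9e-05, adjusted p = 0.15 with an estimated correlation at either age). In WT maturation 5 of these genes rose (3 to 5 with 1 array left out) and 12 fell, the same adjusted over the list alone. The paper proposes a role of Klf5 in the response to xenobiotic stress. No stress was applied to these corneas, so the response itself is open.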

**Table 11:** Canonical pathways enriched among genes with reduced expression in *Klf5*CN corneas.

	PN11 *Klf5*CN		PN56 *Klf5*CN		Aggregate	
Canonical Pathway (Total number of genes in pathway)	−log(p)	Number of genes	−log(p)	Number of genes	−log(p)	Number of genes
LPS/IL-1 Mediated Inhibition of RXR Function (223)	4.5	11	3.62	8	5.67	15
Metabolism of Xenobiotics by Cytochrome P450 (197)	4.82	8	2.16	4	5.38	10
Glutathione Metabolism (92)	4.29	6		2	4.35	7
Xenobiotic Metabolism Signaling (296)	2.33	9	4.2	10	3.68	14
Arachidonic Acid Metabolism (208)	4.02	8		2	2.97	8
Fatty Acid Metabolism (185)	3.31	7		3	3.75	9
Glycerolipid Metabolism (154)	2.21	5		3	3.58	8
Mechanisms of Viral Exit from Host Cells (45)	2.84	4		1	3.18	5
Butanoate Metabolism (129)		3		3	3.08	6
Eicosanoid Signaling (77)	3.05	5		1	2.36	5
Valine, Leucine and Isoleucine Degradation (108)		3		3	2.82	6
PXR/RXR Activation (89)		2	2.78	4	2.36	5
Cysteine Metabolism (90)	2.6	4		2	2.04	4
Retinol Metabolism (61)		1	2.56	3	2.56	4
Propanoate Metabolism (122)		2		3	2.36	5
NRF2-mediated Oxidative Stress Response (192)		6		5	2.27	9
Chondroitin Sulfate Biosynthesis (68)		3	2.19	3	2.08	4
Aryl Hydrocarbon Receptor Signaling (159)		4	2.18	5		7
Urea Cycle and Metabolism of Amino Groups (78)	2.14	3				3
β-alanine Metabolism (93)		1	2.11	3		4

Pathways were selected where at least one group was significantly enriched at p<0.01 (i.e., −log(p)>2). For clarity, −log(p) cells are left blank if −log(p)<2.

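Of the paper's Table S11 genes listed as increased, 97 were measured here. Of these 58 were higher at PN11 (31 without PN11 WT replicate 1) and 76 at PN56, 88 at either age, and none was lower. With p-values adjusted over the list alone, 71 and 79 were higher (medians 1.58 and 1.78). Of 7 genes listed as decreased, 5 were lower at PN11 (2 without PN11 WT replicate 1), and 3 lower (1 to 4 with 1 array left out) and 1 higher at PN56, the same adjusted over the list alone. Il20rb, an interleukin receptor gene, fell by log2 1.25 at PN11 and 1.09 at PN56, tissue factor (F3) by 1.15 and Procr by 1.04 at PN11, and the complement regulator gene Cd55 by 1.80 and Spon2 by 1.19 at PN56. The list was chosen from the same arrays and is no independent evidence. The full set of annotated genes is not given in the sources used here, so its share is not recomputed.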

Expression of 107 of 368 genes (29.1%) containing “immun” or “inflamm” in the GO Biological Process notation was increased, while expression of only seven of these genes decreased in PN11 or PN56 *Klf5*CN corneas (Table S11). 

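The pan-leukocyte gene Ptprc (CD45) rose in Klf5CN corneas by log2 2.38 at PN11 (SE 0.48, adjusted p = 0.0087) and 2.90 at PN56 (SE 0.41, adjusted p = 0.00041). Integrin beta 2 (Itgb2) rose by 2.41 and 3.09 (SE 0.40 and 0.35, adjusted p = 0.0032 and 8.9e-05), Srgn by 2.89 and 4.14 and Plek by 2.46 and 3.17. Of 25 pan-leukocyte genes, 17 were higher at PN11 and 20 at PN56, with 0 lower (20 and 22 adjusted over the list alone). The PN11 count drops to 9 without PN11 WT replicate 1. The list lay higher at both ages (medians 1.85 and 2.10, camera adjusted p = 8.1e-15 and 6.5e-14, adjusted p = 0.21 and 0.20 with an estimated correlation). Eosinophil and type 2 genes rose too: of 16, 9 were higher at PN11 and 10 at PN56 (12 and 11 adjusted over the list alone, camera adjusted p = 9.3e-11 and 8.7e-07, adjusted p = 0.18 and 0.20 with an estimated correlation). The eosinophil ribonuclease gene Rnase2a was at least 25.8-fold higher at PN11 and rose by 4.14 at PN56, where Chil4 rose by 3.75 and Ccl24 was at least 12.4-fold higher. Keratocyte genes were near level at PN11, with 1 of 26 higher and 1 lower (2 and 1 adjusted over the list alone, median 0.11, camera adjusted p = 0.25). At PN56, 11 were higher and 0 lower (12 adjusted over the list alone, median 1.02, camera adjusted p = 2.1e-05, adjusted p = 0.34 with an estimated correlation), with Thy1 up by 2.58, Vim by 1.77 and Cd34 by 1.61. With 1 array left out, 0 to 2 keratocyte genes were higher and 0 to 1 lower at PN11, and 6 to 18 keratocyte genes and 6 to 11 eosinophil and type 2 genes were higher at PN56. The test of a difference between ages gave the keratocyte list adjusted p = 0.00094 with camera, and an adjusted p of 0.84 or more with an estimated correlation for every list. The paper proposes a robust immune response in these corneas. Transcripts show neither where the immune cells lie nor when they entered.

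**Figure D3:**
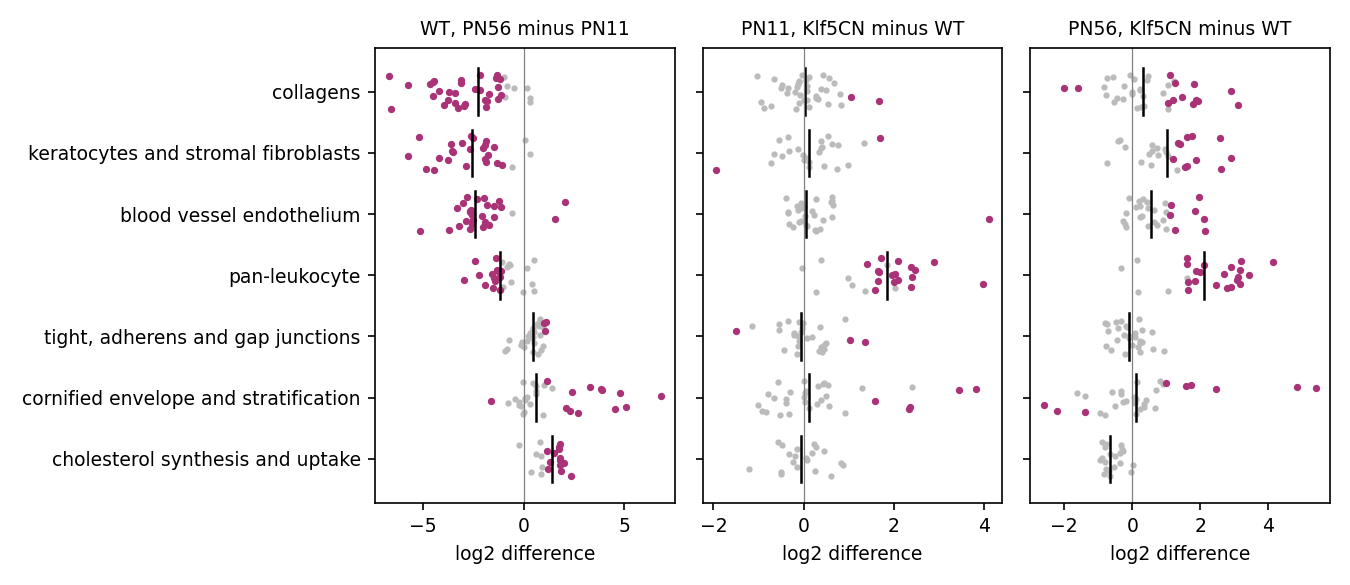
Log2 differences of the genes of 7 lists (horizontal axis) in WT PN56 against PN11, and in Klf5CN against WT at PN11 and PN56, one panel per comparison; each dot is a gene, purple past the threshold, grey not, and the line is the list median. Collagens have a median of -2.27 in WT maturation, and pan-leukocyte genes medians of 1.85 and 2.10 in Klf5CN corneas.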

Increased expression of the immune response related genes, together with the previously reported hypercellularity of the *Klf5*CN corneal stroma [31] suggested a robust increase in immune-response in the *Klf5*CN corneas. Immunofluorescent staining of corneal flat mounts with anti-CD45 antibody demonstrated increased influx of CD45+ cells distributed throughout the *Klf5*CN compared with the WT corneal stroma sparsely populated with CD45+ cells (Fig. 3).

**Figure 3:**
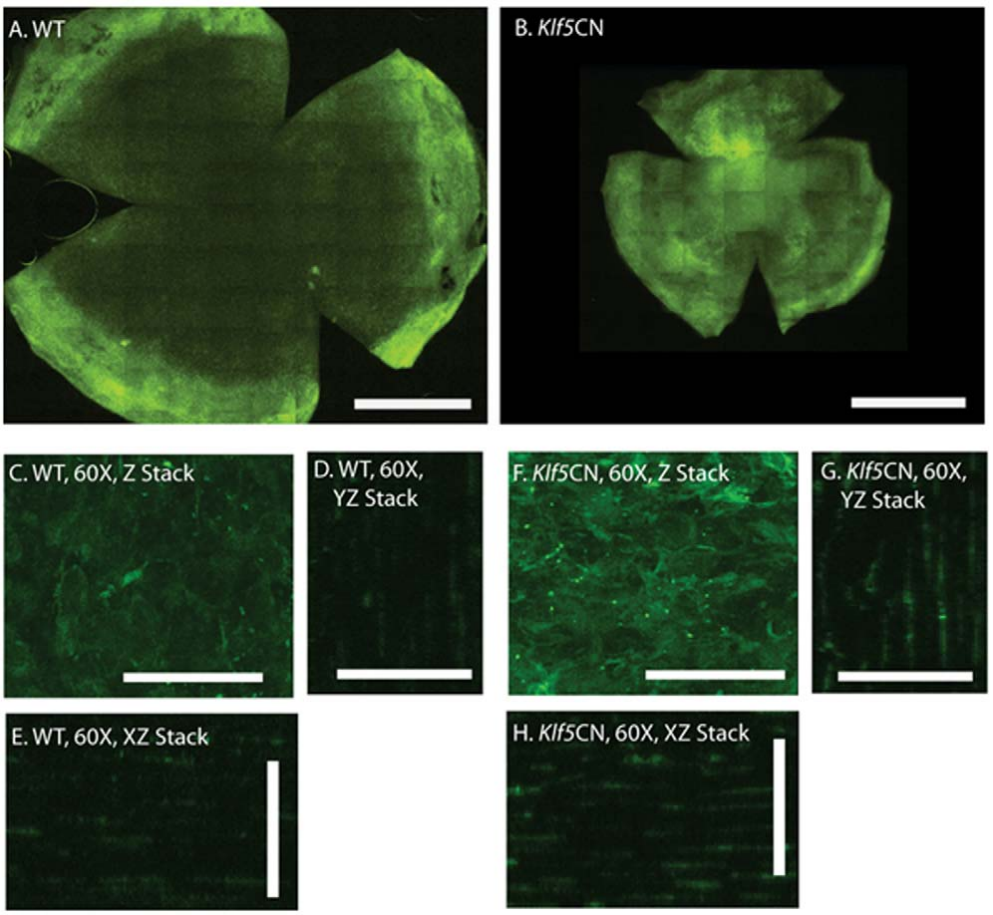
Enhanced influx of CD45+ cells into *Klf5*CN corneas. Flat mounts of PN56 WT (A) and *Klf5*CN (B) corneas were stained with FITC-conjugated anti-CD45 antibody and examined by confocal microscopy. Representative stacked images of the central corneal stroma are shown at 60× magnification (Panels C–H). Compared with the WT stroma, enhanced influx of clusters of CD45+ cells is observed throughout the depth of *Klf5*CN stromas. Scale bars: 1 mm in Panels A and B; 40 µm in Panels C–H. Data are representative of 4 independent experiments. *Klf5*CN corneas are smaller than the WT, consistent with their small eye size reported previously.

### *Klf5*CN corneal neovascularization (CNV)

Whole-mount corneal immunofluorescent staining with anti-CD31 and anti-Lyve1 antibody revealed that the enhanced inflammatory environment in *Klf5*CN corneas is accompanied by extensive CNV (Fig. 4). *Klf5*CN CNV was apparent as early as PN21, when the Lyve1+ lymph vessels were much more pronounced and penetrated deeper into the central cornea, unlike the CD31+ blood vessels that remained in the peripheral region without reaching the central cornea (Fig. 4). By PN56, CNV was observed throughout the *Klf5*CN cornea, with blood vessels overtaking lymph vessels, which appeared to have regressed (Fig. 4). Examination of the XY-stack of confocal images revealed that CD31+ blood vessels are present in the anterior of the *Klf5*CN corneal stroma, unlike the Lyve1+ lymph vessels located in the posterior (Fig. 4).

**Figure 4:**
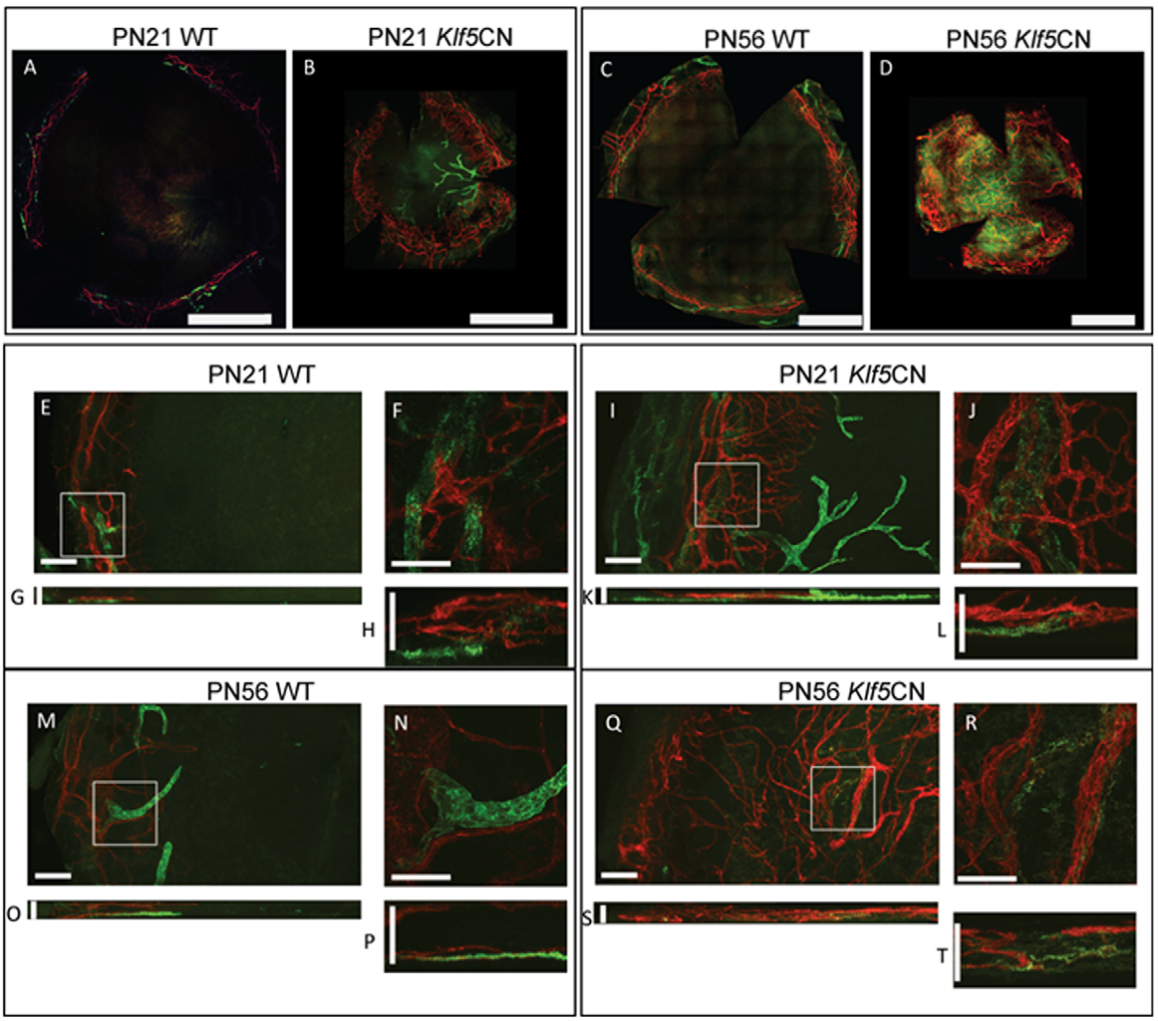
Neovascularization in *Klf5*CN corneas. Flat mounts of PN21 and PN56 WT and *Klf5*CN corneas were subjected to immunofluorescent staining with anti-CD31 (red) and anti-Lyve1 (green) antibody to detect blood vessels and lymph vessels, respectively. A–D, images of whole corneas generated by stitching together individual images from adjacent areas (Panels A–D; Scale bars = 1 mm). Vessels were blocked from entering the corneas at the limbus in WT but not *Klf5*CN corneas. Z-stack and XY-stacks of confocal images collected at 20× (panels E, G, I, K, M, O, Q and S; Scale bars = 100 µm) and 60× magnification (panels F, H, J, L, N, P, R and T; Scale bars = 50 µm) are shown. Data are representative of 4 independent experiments. *Klf5*CN corneas are smaller than the WT, consistent with their small eye size reported previously.

### Klf5 regulates the expression of desmosomal components Dsg1a, Dsg1b and Dsp

Desmosomes are essential for corneal epithelial homeostasis [44]–[46]. Previously, we reported that Klf4 contributes to the formation and maintenance of corneal epithelial permeability barrier by regulating the expression of desmosomal components [47]. Microarray data presented here revealed that desmosomal components *Dsg1a* and *Dsg1b* are decreased in *Klf5*CN corneas (Table 4, Tables S2 and S4). 

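Desmoglein 1 alpha (Dsg1a), a cadherin of desmosomes, fell in Klf5CN corneas at both ages: from log2 10.51 ± 0.25 to 8.83 ± 0.52 at PN11 (n = 3 each, log2 -1.68, SE 0.34, adjusted p = 0.0096) and from 11.33 ± 0.28 to 9.06 ± 0.72 at PN56 (n = 4 each, log2 -2.27, SE 0.30, adjusted p = 0.00024). The difference between ages was -0.59 (adjusted p = 0.71). Dsg1b stood at 7.49 ± 0.34 in WT and 6.56 ± 0.61 in Klf5CN at PN11 (log2 -0.93, adjusted p = 0.19), and at 8.24 ± 0.23 and 7.41 ± 0.79 at PN56 (log2 -0.83, adjusted p = 0.11). Dsc3 was 0.94 lower at PN11 with adjusted p = 0.016, short of 2-fold. Of 15 desmosome genes, 0 were higher and 1 lower at each age (0 to 2 and 1 to 2 lower with 1 array left out), the same with p-values adjusted over the list alone. The list lay lower at PN11 (median -0.31, camera adjusted p = 0.0029, adjusted p = 0.36 with an estimated correlation). At PN56 the same test gave an adjusted p of 0.12 (median -0.19), and 0.040 with the Actb covariate. Of 28 other junction genes 2 were higher and 1 lower at PN11, with Cldn6 up by 1.37 and Gjb5 down by 1.50, and 0 changed at PN56, all the same adjusted over the list alone (0 to 2 higher at PN11 with 1 array left out, camera adjusted p = 0.82 and 0.099). At an unadjusted limma p below 0.05, 4 junction genes were higher and 9 lower at PN56. Cornified envelope genes gave 5 higher and 0 lower of 33 at PN11 and 6 higher and 3 lower at PN56, the same adjusted over the list alone (camera adjusted p = 0.16 and 0.88). At PN56, 3 were higher without PN56 Klf5CN replicate 1, and 3 to 5 were lower with 1 array left out. Genes of corneal epithelial identity gave 1 higher and 1 lower of 18 at PN11 and 0 and 1 at PN56, the same adjusted over the list alone (0 to 1 higher and lower at PN11 and 1 to 2 lower at PN56 with 1 array left out, camera adjusted p = 0.15 at PN11, and 0.019 with the Actb covariate).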

Consistent with the microarray data, immunofluorescence revealed a sharp decrease in the epithelial expression of desmogleins, and a moderate decrease in desmoplakin in the *Klf5*CN corneas (Fig. 5A). Next, we tested the effect of Klf4 and/or Klf5 on *Dsg1a*, *Dsg1b* and *Dsp* promoter activities by transient co-transfection assays in NCTC cells using the previously described reporter vectors [47]. *Dsg1a*, *Dsg1b*, and *Dsp* promoter activities were stimulated by 7.5-, 6.5- and 8.7-fold, 5.8-, 9.9- and 10.8-fold, and 9.6-, 3.5- and 9.6-fold, respectively, when co-transfected with Klf4, Klf5, or both (Fig. 5B). Relative to Klf4, Klf5 had a comparable effect on *Dsg1a*, stronger stimulatory effect on *Dsg1b* and weaker stimulatory effect on *Dsp* promoter activities (Fig. 5B). Co-transfection with both Klf4 and Klf5 did not result in an additive or synergistic stimulation of these promoter activities (Fig. 5B), suggesting that Klf4 and Klf5 function through the same *cis*- elements within the *Dsg1a*, *Dsg1b*, and *Dsp* promoters [47]. Taken together with our previous report [47], these results demonstrate that one of the ways by which Klf4 and Klf5 contribute to corneal epithelial homeostasis is by regulating the expression of desmosomal components Dsg1a, Dsg1b and Dsp.

**Figure 5:**
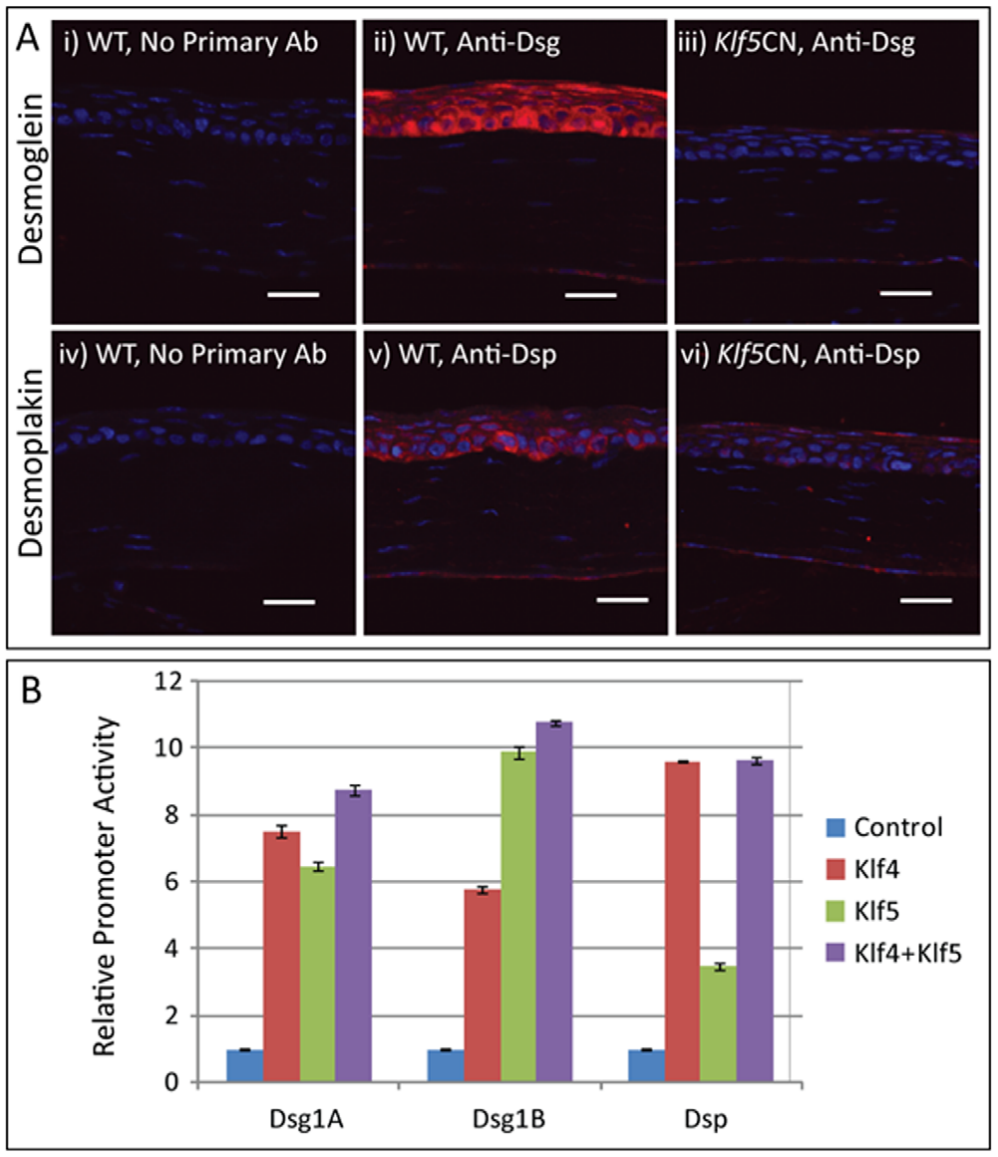
Klf5 contributes to corneal epithelial homeostasis by regulating the expression of desmogleins and desmoplakin. (A) Immunofluorescence shows abundant expression of desmogleins (red, panel ii) and desmoplakin (red, panel v) in the WT but not in the *Klf5*CN corneal epithelium (panels iii and vi, respectively). Sections processed in a similar manner but without the primary antibody served as negative controls (panels i and iv). Scale bars = 25 µm. (B) Relative activities of 2 kb *Dsg1a*, *Dsg1b* and *Dsp* promoter fragments measured by transient co-transfection assays with or without Klf4, Klf5, or both in NCTC cells. Error bars indicate Standard Error of Mean (SEM). Data are representative of three independent experiments.

### Influence of Klf4 and Klf5 on gene regulatory networks in the cornea

In order to determine the influence of Klf4 and Klf5 on gene regulatory networks in the cornea, we examined the expression of other transcription factors in PN11 and PN56 WT and *Klf5*CN corneas and compared them with the previous results from PN56 *Klf4*CN corneas [21]. 

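Of 14 transcription factor genes named in the paper and measured here, 6 were higher and 1 lower in PN11 Klf5CN corneas, and 7 higher and 2 lower at PN56. Klf5 is one of the 14, read on the probe set that is no measure of the deletion, and is not among those counted as lower. In WT maturation 1 rose and 4 fell (0 to 2 and 4 to 6 with 1 array left out). With p-values adjusted over the list alone, the counts were 7 and 2, 7 and 2, and 1 and 6. Without PN11 WT replicate 1, 3 were higher at PN11. Sox4 rose at PN56, from log2 8.64 ± 0.09 in WT to 10.54 ± 0.57 in Klf5CN (n = 4 each, adjusted p = 7.1e-05). The genes were chosen by the study and are no independent evidence, and Klf4CN corneas were not analysed here.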

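Basonuclin 1 (Bnc1), a zinc finger gene of basal epithelial cells, fell in Klf5CN corneas by log2 1.97 at PN11 (SE 0.34, adjusted p = 0.0040) and 1.29 at PN56 (SE 0.30, adjusted p = 0.0092). Tox fell at PN56 (log2 -1.88, SE 0.42, adjusted p = 0.0079), with overlapping arrays, and gave -1.23 at PN11 (adjusted p = 0.17). Satb1, a chromatin organizer gene, was 0.79 lower at PN11 and 0.90 lower at PN56 (adjusted p = 0.024 and 0.0022), both short of 2-fold, and fell in WT maturation (log2 -1.14, SE 0.18, adjusted p = 0.00015). A dimmer Satb1 probe set fell at PN56 by 1.24 (SE 0.18, adjusted p = 0.00050). Pax6, the master gene of eye formation, gave -0.52 at PN11 and -0.44 at PN56 (adjusted p = 0.16 and 0.10). Cux1 gave -0.62 and -0.25 (adjusted p = 0.039 and 0.26).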

Comparative analysis of the transcription factors decreased in more than one dataset (i.e., *(a)* PN56 *Klf4*CN vs. WT, *(b)* PN56 *Klf5*CN vs. WT, *(c)* PN11 *Klf5*CN vs. WT, and (d) PN56 WT vs. PN11 WT) identified *Pax6*, *Bnc1*, *Cux1*, *Tox* and *Satb1* as common targets of Klf4 and Klf5 that were also modulated during corneal maturation (Table 12). Pathway analysis of the affected transcription factors revealed distinct networks predominantly associated with development and tissue homeostasis (Figures S2 and S3). The differences in these associated networks in spite of the five common transcription factor targets for Klf4 and Klf5 are consistent with their non-redundant functions in the mouse cornea. Among the common transcription factor targets of Klf4 and Klf5, while Pax6 and Bnc1 are known to regulate corneal epithelial homeostasis [5], [14], [48]–[52], corneal functions of Cux1, Tox and Satb1 are not yet known. Increased expression of Cux1, which suppresses collagen synthesis [53], is consistent with the decreased expression of collagens during WT corneal maturation. 

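Cux1 stood in WT corneas at log2 9.39 ± 0.05 at PN11 (n = 3) and 9.64 ± 0.13 at PN56 (n = 4) on its brightest probe set, a difference of 0.25 (SE 0.15, adjusted p = 0.21). Of its 9 probe sets, 4 dimmer ones rose, the steepest from 5.75 ± 0.34 to 7.58 ± 0.32 (log2 1.83, SE 0.36, adjusted p = 0.00090). The collagen genes Col6a1 and Col6a2 fell over the same span by 4.52 and 4.46.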

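Atf3, a stress-induced transcription factor gene, rose in Klf5CN corneas by log2 1.77 at PN11 (SE 0.27, adjusted p = 0.0017) and 1.17 at PN56 (SE 0.24, adjusted p = 0.0040). Litaf rose by 1.47 and 1.36 (SE 0.21 and 0.19, adjusted p = 0.0012 and 0.00029). Nfkbie, an inhibitor gene of NF-kB that NF-kB itself induces, rose by 1.97 and 1.83 (SE 0.50 and 0.44, adjusted p = 0.031 and 0.011). Fhl2 rose by 1.78 and 1.63 (SE 0.31 and 0.27, adjusted p = 0.0038 and 0.0010). Runx1 stood at 1.37 and 0.44 on its brightest probe set (SE 0.48 and 0.42, adjusted p = 0.11 and 0.52). On another Runx1 probe set it rose by 1.42 and 1.03 (SE 0.30 and 0.26, adjusted p = 0.012 and 0.016). The paper proposes that the rises reflect inflammation in these corneas.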

The transcription factors whose expression increased in PN56 *Klf4*CN and both PN11 and PN56 *Klf5*CN corneas (*Atf3*, *Litaf*, *Runx1*, *Nfkbie* and *Fhl2*; Table 12) are known to be upregulated during inflammation [54]–[57], raising a possibility that their increased expression reflects pro-inflammatory conditions in these corneas and may not be due to direct de-repression in the absence of Klf4 or Klf5.

**Table 12:** Transcription factors (TFs) differentially expressed in more than one comparison.

Transcription factor	*Klf4*CN vs. WT (PN56)	*Klf5*CN vs. WT (PN56)	*Klf5*CN vs. WT (PN11)	PN56 WT vs. PN11 WT
*Klf5*	1.14	0.028	0.027	2.20
*Bnc1*	0.36	0.45	0.27	(1.58)
*Pax6*	0.38	(0.64)	0.16	12.95
*Cux1*	0.37	(0.60)	0.47	3.56
*Satb1*	0.24	0.43	(0.56)	0.46
*Tox*	0.23	0.29	0.45	0.47
*Sox4*	8.19	4.16	2.10	0.32
*Irf8*	2.38	4.68	2.47	0.46
*Mecom*	1.8	2.30	(1.41)	0.33
*Ar*	1.24	2.85	(1.65)	0.38
*Atf3*	3.77	2.28	3.41	(1.55)
*Fhl2*	2.80	2.98	3.47	(0.77)
*Litaf*	2.04	2.52	2.78	(1.05)
*Nfkbie*	2.22	3.92	3.59	0.41
*Runx1*	2.70	2.05	2.60	2.49

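In WT maturation, Klf5 itself rose on its brightest probe set by log2 1.12 (SE 0.22, adjusted p = 0.00087), and on the probe set with the largest loss in Klf5CN it gave 1.12 with adjusted p = 0.054. Another Klf5 probe set, also lower in Klf5CN corneas, read 10.41, 10.34 and 10.18 in the PN11 WT arrays. It read 10.36, 10.14, 10.27 and 10.30 in the PN56 WT arrays, so the rise depended on the probe set. Bnc1 gave 0.65 (SE 0.32, adjusted p = 0.12), from 10.00 ± 0.06 (n = 3) to 10.65 ± 0.14 (n = 4). Pax6 stood at 11.46 ± 0.11 and 11.84 ± 0.09 (log2 0.38, SE 0.19, adjusted p = 0.13). A dim Pax6 probe set rose by 3.77 (SE 0.39, adjusted p = 3.5e-06), from 4.54 ± 0.72 to 8.30 ± 0.47. In Klf5CN corneas that probe set gave -1.22 at PN11 and -0.71 at PN56 (adjusted p = 0.11 and 0.21). Cux1 gave no change past the threshold on its brightest probe set in any comparison. The paper concludes that these genes may be controlled by Klf5 or together with it. Expression after loss of Klf5 does not separate direct from indirect effects.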

In the first group, *Bnc1*, *Pax6* and *Cux1* have expression profiles most similar to *Klf5*, and therefore are strong candidates for direct control by Klf5 or for co-modulation with Klf5 by an upstream modulator. 

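Interferon regulatory factor 8 (Irf8), a gene of the myeloid lineage, rose in Klf5CN corneas by log2 1.30 at PN11 (SE 0.33, adjusted p = 0.029) and 2.15 at PN56 (SE 0.28, adjusted p = 0.00025), and fell in WT maturation by 1.15 (SE 0.31, adjusted p = 0.0071). Sox4 rose by 1.19 and 1.90 in Klf5CN corneas (SE 0.24 at PN11, adjusted p = 0.0082) and fell by 1.19 in maturation (SE 0.22, adjusted p = 0.00054). Mecom fell in maturation by 1.67 (SE 0.33, adjusted p = 0.00099) and rose at PN56 by 1.19 with overlapping arrays (SE 0.31, adjusted p = 0.018). At PN11 Mecom stood 0.48 above WT (adjusted p = 0.50). None of these genes passed the test of a difference between ages, which does not show equal effects: the largest difference was 0.85 for Irf8 (adjusted p = 0.53).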

Members of the second group (*Sox4*, *Irf8*, *Mecom* and *Ar*) have expression profiles which are the inverse of *Klf5*. 

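Litaf was level in WT corneas, at log2 8.55 ± 0.07 at PN11 (n = 3) and 8.57 ± 0.42 at PN56 (n = 4, log2 0.02, adjusted p = 0.94). Fhl2 gave -0.46 (adjusted p = 0.22) and Runx1 0.82 (adjusted p = 0.16). Atf3 was 0.66 higher at PN56 (adjusted p = 0.048), short of 2-fold, and Nfkbie -1.21 lower (SE 0.47, adjusted p = 0.050), just short of the threshold for p.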

The third group shows increased expression in PN11 and PN56 *Klf5*CN, and PN56 *Klf4*CN corneas without a convincing change during WT corneal maturation. When the differences were less than 2-fold, those values are shown in parenthesis.

In order to identify if a regulatory relationship exists between different Klfs, we examined the effect of disruption of *Klf5* on expression of other *Klf*s in the cornea. 

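Klf3 and Klf4 stood at log2 11.31 ± 0.04 and 12.17 ± 0.02 in PN11 WT corneas (n = 3) and 12.13 ± 0.12 and 12.60 ± 0.10 in PN56 WT corneas (n = 4). Klf1 stood at 3.55 and 4.06 and was called Present on 0 of 14 arrays. Klf14 stood at 4.69 and 4.65 and was Present on 11, Klf15 stood at 5.64 and 4.24 and was Present on 6, and Klf17 stood at 3.84 and 3.93 and was Present on 9. The others were Present on all 14 arrays. Of 14 family genes tested, Klf5 among them on the probe set that is no measure of the deletion, 0 changed in PN11 Klf5CN corneas and 2 rose at PN56 (1 to 4 with 1 array left out), also with p-values adjusted over the list alone (camera adjusted p = 0.78 and 0.50). At an unadjusted limma p below 0.05, 4 of the 14 were higher and 3 lower at PN11. Klf12 rose at PN56 by 1.17 (SE 0.34, adjusted p = 0.030), with overlapping arrays. Klf6, Klf7 and Klf10 stood 0.55, 0.62 and 0.69 above WT at PN11 (adjusted p = 0.068, 0.061 and 0.035), all short of 2-fold. Klf2 was 0.94 higher at PN56 (adjusted p = 0.048), also short of 2-fold. Klf1 and Klf17 lay too near the lowest value kept to be tested.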

While transcripts for *Klf*s 1, 14 and 15 were essentially absent in the cornea, those for *Klf*s 2, 4, 6, 7, 10, 11, 12, 16 and 17 were present in all samples but showed no robust changes. During WT corneal maturation, the expression of *Klf*s 3, 5 and 6 was increased, while that of *Klf*s 2, 12 and 13 was decreased in PN56 compared with the PN11 corneas. 

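Klf2, a factor of endothelium and lymphocytes, fell in WT corneas between PN11 and PN56 by log2 2.18 (SE 0.33, adjusted p = 9.3e-05). Klf12 fell by 2.40 (SE 0.36, adjusted p = 0.00010) and Klf13 by 1.14 (SE 0.31, adjusted p = 0.0085). Klf9 fell by 2.20 (SE 0.26, adjusted p = 1.0e-05) and Klf15 by 1.40 with overlapping arrays (SE 0.47, adjusted p = 0.026). Klf3 and Klf6 were 0.82 and 0.96 higher at PN56 (SE 0.13 and 0.16, adjusted p = 0.00014 and 0.00021), short of 2-fold. Dimmer probe sets of both passed: Klf3 rose by 2.06 on one of them (SE 0.23, adjusted p = 6.9e-06) and Klf6 by 2.29 (SE 0.38, adjusted p = 0.00023). Of 14 family genes 1 rose and 5 fell (0 to 2 and 3 to 5 with 1 array left out), also with p-values adjusted over the list alone (median -0.33, camera adjusted p = 0.79).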

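Klf4, a factor of the corneal epithelium itself, gave log2 -0.45 in Klf5CN corneas at PN11 (SE 0.17, adjusted p = 0.14, n = 3 each) and -0.07 at PN56 (SE 0.15, adjusted p = 0.81, n = 4 each). The 95% intervals run from -0.81 to -0.09 at PN11 and from -0.38 to 0.25 at PN56, both inside a 2-fold change. The paper proposes that neither factor regulates the other. Only the effect of Klf5 loss on Klf4 was examined here, as Klf4CN corneas were not analysed.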

*Klf4* and *Klf5* remained unaffected in *Klf5*CN and *Klf4*CN corneas, respectively, suggesting a lack of regulatory relationship between these two Klfs highly expressed in the cornea. The closely related *Klf9* and *Klf13* [27] were both increased in both *Klf4*CN and *Klf5*CN corneas, suggesting that *Klf9* and *Klf13* show similar compensatory changes whether *Klf5* or *Klf4* is ablated. 

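Klf9 rose in PN56 Klf5CN corneas from log2 8.46 ± 0.32 to 9.67 ± 0.44 (n = 4 each, log2 1.22, SE 0.24, adjusted p = 0.0032). At PN11 it stood at 10.65 ± 0.52 and 11.08 ± 0.14 (n = 3 each, log2 0.42, SE 0.27, adjusted p = 0.42). Klf13 gave 0.79 at PN11 (SE 0.33, adjusted p = 0.19) and 0.88 at PN56 (SE 0.29, adjusted p = 0.054). The difference between ages was 0.79 for Klf9 (adjusted p = 0.46) and 0.08 for Klf13 (adjusted p = 0.97). Neither passed that test, which does not show that the effects were equal. The paper proposes that both genes change to compensate for the loss of Klf4 or Klf5. Both fell in WT maturation, so a higher value at PN56 is also a value nearer to that of PN11.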

Whether this represents a true regulatory relationship among Klfs 4, 5, 9 and 13 in the mouse cornea remains to be established.

## Discussion

Previously, we demonstrated that disruption of *Klf5* resulted in defective maturation of the mouse cornea in post-eyelid opening stages [31]. Here, we have employed microarray analysis to obtain a comprehensive view of the changes in corneal gene expression upon deletion of *Klf5* in immature corneas around eyelid opening (PN11) and in adult (PN56) corneas. Our findings reveal the molecular basis of the wide ranging influence of Klf5 on corneal homeostasis and identify candidate target genes of Klf5 in the mouse cornea. In addition, the design of our study allowed us to identify the changes in gene expression between PN11 and PN56 WT corneas.

Earlier reports of Klf5-target gene profiling used chromatin immunoprecipitation followed by microarray (ChIP-Array) in embryonic stem cells [58], or microarray analysis following selective disruption of *Klf5* in the mouse lung [59] or bladder urothelium [60]. Our results are largely consistent with those findings and identify additional Klf5-target genes such as *Pax6* and *Dsg1a*, which play critical roles in the cornea. Differences in Klf5-target genes in the cornea (this study), ESCs [58], lung [59] and bladder urothelium [60] provide evidence for tissue-dependent functions of Klf5. For example, disruption of *Klf5* resulted in increased expression of surfactant protein-D (*Sftpd*) in corneas (Table 2), in contrast to decreased expression in the lung [59], highlighting tissue-dependent functions of Klf5.

A striking feature of our results is the large number of genes whose expression is influenced by the absence of Klf5 in the mouse cornea. By comparison with similar studies of transcription factors such as FoxP2 [61], Sox2 [62], Myb [63] and Bcl11b [64], we predict that Klf5 is likely to directly regulate only a fraction of those genes whose expression is modulated in the *Klf5*CN corneas. The remaining genes are expected to be indirect targets of Klf5, through other transcription factors such as Pax6 [48]–[50], [65], whose expression is reduced in *Klf5*CN corneas (Table 12). Alternatively, they may represent physiological responses to the phenotype brought about by disruption of *Klf5*. For example, a large number of genes upregulated in *Klf5*CN corneas are immune response related, consistent with the massive infiltration of CD45+ cells (Fig. 3), and may not be directly regulated by Klf5. Though it is likely that the *Klf5*CN corneal neovascularization and influx of CD45+ cells indirectly contributed to increased expression of many of the immune response related genes, a similar effect may not be extended to a majority of the negatively regulated genes, which are more likely to represent true targets for Klf5.

Klf4 and Klf5 are both abundantly expressed in the mouse cornea [29], where they play critical, non-redundant roles [22], [31]. In order to understand the molecular basis for their corneal functions, it is necessary to identify and distinguish their target genes. Comparison of the *Klf5*CN corneal gene expression profile (this study) with that of *Klf4*CN corneas [21] revealed that roughly 2/3 of the corneal Klf4- and Klf5-target genes are Klf4- or Klf5-specific, with the rest being common targets. Canonical pathway analysis of genes exclusively modulated by Klf4 yielded “human embryonic stem cell pluripotency” as the most significantly enriched (p<10^−5^) pathway, in agreement with the importance of KLF4 in inducing pluripotency [66]. In contrast, “hepatic fibrosis/hepatic stellate cell activation” was the most significantly enriched (p<10^−12^) pathway among the genes exclusively modulated by Klf5 (Table S10), indicative of a general fibrotic response such as that observed in cultured human keratocytes exposed to TGF-β [67]. Molecular basis for the ability of Klf4 and Klf5 to regulate distinct sets of target genes in spite of possessing identical DNA-binding domain remains to be understood. Genome-wide identification of the nucleotide sequence of Klf4- and Klf5-bound *cis*-elements by chromatin immunoprecipitation followed by large scale sequencing (ChIP-Seq) is necessary to better understand target site selection by Klf4 and Klf5.

Being environmentally exposed, the cornea is frequently exposed to xenobiotic stress. Also, when the eyelids are closed during sleep, the avascular cornea is subjected to almost 75% drop in oxygen partial pressure [68], [69]. Thus, hypoxic and xenobiotic response pathways are expected to play an active role in corneal homeostasis. The important role of inhibitory PAS domain protein (IPAS) - a hypoxia repressor protein- in maintaining corneal avascularity [70], [71] further supports this contention. Moreover, corneal crystallin genes are induced by hypoxia or xenobiotics, further implicating hypoxic and xenobiotic stress in corneal gene expression [16], [72], [73]. Our data demonstrated significant enrichment of xenobiotic metabolism-related pathways among genes whose expression is decreased in *Klf5*CN corneas (Table 11). Thus, we suggest that Klf5 serves an important role in detoxification of the environmentally exposed avascular cornea, by supporting the expression of xenobiotic metabolism related genes.

Important changes take place in the mouse cornea as it matures following eyelid opening around PN12 [8], [74]. This study identified the changes in corneal gene expression between PN11 and PN56, revealing the molecular events underlying post-eyelid opening corneal maturation. Specifically, we demonstrate that during WT corneal maturation between PN11 and PN56, transcripts encoding *(i)* ECM components are sharply decreased, *(ii)* epithelial barrier-related proteins are sharply increased, and *(iii)* members of the solute carrier family proteins are elevated, consistent with *(a)* the active formation of stromal ECM around eyelid opening, with little remodeling taking place in adult corneal stroma, *(b)* rapid stratification of squamous epithelium in post-eyelid opening stages and *(c)* elevated demand for solute transport in the metabolically active adult cornea, respectively.

We compared the present data with a previous analysis of changes in corneal gene expression associated with post-eyelid opening maturation [75], which used Affymetrix MG74Av2 chips targeting a subset (8,666) of the 21,815 unique characterized genes examined here. Applying the present selection rules to their data [75] yielded 442 genes differentially expressed between their immature (PN10) and adult (PN49 to PN56) groups. Though there were differences between the two datasets (which could be attributed to several factors including differences in the mouse strains used, the nature of microarray chips used, and the parameters employed in filtering and analyzing the microarray data), our study confirmed 202 (45.7%) of these genes as differentially expressed between PN11 and PN56 corneas, with 36 concordant increases and 149 concordant decreases (7.0 and 5.1 times the number expected by contingency analysis, respectively, with a χ^2^ test yielding p = 6.8×10^−161^). Thus, the current study confirmed and expanded our knowledge of the changes in gene expression associated with post-eyelid opening corneal maturation [29], [75].

In summary, this report identifies dynamic changes in gene expression accompanying post-eyelid opening corneal maturation, and the role of Klf5 in this process. Our results show that Klf5 contributes to maturation and maintenance of cornea by regulating the expression of subsets of genes involved in specific functions such as cell-cell adhesion, epithelial barrier formation, maintenance of proper level of hydration and xenobiotic metabolism. The changes in *Klf5*CN corneal gene expression are consistent with the elevated immune response and CNV. These results also revealed significant differences between Klf4- and Klf5-target genes, consistent with their non-redundant roles in the mouse cornea. Taken together with our previous report [22], the present studies establish Klf5 as another important node in the genetic network of transcription factors required for corneal maturation and maintenance.

## Materials and Methods

### Ethics Statement

Mice used in these studies were maintained in accordance with the guidelines set forth by the Institutional Animal Care and Use Committee (IACUC) of the University of Pittsburgh, and the ARVO statement on the use of animals in ophthalmic and vision research. All procedures performed on mice reported in this study were approved by the University of Pittsburgh IACUC.

### Conditional disruption of *Klf5*

*Klf5*CN mice were generated on a mixed background by mating *Klf5^loxP/loxP^*, *Le-Cre*/- mice with *Klf5^loxP/loxP^* mice as described before [31]. This mating scheme generated equal numbers of *Klf5^loxP/loxP^*, *Le-Cre/-* (*Klf5*CN) and *Klf5^loxP/loxP^* (control) offspring. Genomic DNA isolated from tail clippings was assayed for the presence of the *Klf5-LoxP* and *Le-Cre* transgenes by PCR using specific primers.

### Isolation of total RNA, quality control, labeling and microarray analysis

WT and *Klf5*CN littermates (4 each at PN56 and 3 each at PN11) were used for comparison of corneal gene expression by microarrays. All corneas used in these studies were microdissected from freshly harvested eyeballs under a surgical microscope. Corneas were dissected using a pair of fine scissors (RS-5611 Vannas Curved Spring Scissors; Roboz Surgical Company, Germany) around the limbus, ensuring that they are free of contamination from iris, ciliary body and/or trabecular meshwork. Two dissected corneas from each mouse were pooled for isolation of total RNA using the RNeasy Mini kit (Qiagen, Germantown, MD). The quality and integrity of the isolated total RNA was confirmed using an Agilent Bioanalyzer (Figure S1); 1.0 µg sample RNAs were subsequently amplified and labeled using a 3′ IVT Express Kit (Affymetrix Inc., Santa Clara, CA) and hybridized to Affymetrix MG 430 2 chips [33]. Utilization of the same amount of total RNA (1.0 µg) from WT and *Klf5*CN corneas for labeling and hybridization ensured that the smaller size of *Klf5*CN corneas did not skew the microarray results.

The raw data obtained from microarray analysis were processed using Affymetrix GeneChip Operating Software (GCOS v 1.4) using software defaults, to assess the presence or absence of each transcript target sequence, its expression level, and then to make all relevant pair-wise statistical comparisons among samples. Expression levels were scaled to a target value of 150 using the software default (2% trimmed mean). Prior to scaling, mean microarray expression levels were 449±38 (mean ± SD, n = 13 with one outlier of 255), and target sequences were detected (called Present) for 57.8%±2.5% (mean ± SD, n = 14) of panels on the chip. After scaling, three redundant panels for the housekeeping gene GAPDH reported coefficients of variation of 12.3%, 10.9% and 13.1% respectively (n = 13 for each panel since each had one outlier value).

Processed data were sorted and inspected in an Excel spreadsheet (Microsoft, Redmond, WA) with BRB-ArrayTools (www.linus.nci.nih.gov/BRB-ArrayTools.html). Genes were considered differentially expressed between any two groups if they satisfied the following four criteria: (1) the average value for the high-expression group was >2 fold greater than the average value for the low expression group; (2) the high-expression group contained at least 3 detectable transcripts (called Present); (3) the differences between groups were significant at p≤0.057 in a two-tailed Mann-Whitney rank sum test. As this requirement could not be met in the PN11 WT vs. PN11 *Klf5*CN comparison, we required the minimum p value possible (0.1) instead; (4) for groups of *m* and *n* members, where *m*≥*n*, of the (*m*×*n*) pair-wise comparisons made by the GCOS software, at least ((*m* - 1)×*n*) show valid differences. We re-analyzed the previously published *Klf4*CN [21] data using current filters to compare PN56 WT corneas with *Klf4*CN corneas, at a cutoff of p = 0.063 in the Mann-Whitney test. MIAME-compliant microarray data were submitted to NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/; Accession Number GSE36229).

### Validation of microarray results by real time QPCR

Applied Biosystems (ABI: Foster City, CA) was the source of the reagents, equipment and software for quantitative real time RT-PCR assays (QPCR). Total RNA isolated from pooled corneas of 10 WT or *Klf5*CN mice was quantified and the concentration adjusted with RNase-free water to 100 ng/µl. cDNA was generated using an ABI High Capacity cDNA Archive Kit and real-time QPCR assays were performed in a ABI StepOnePlus thermocycler using GAPDH as endogenous control for SYBR green assays and Pcx (pyruvate carboxylase) as endogenous control for FAM assays; the results were analyzed using ABI StepOnePlus software. Nucleotide sequence of different primers used is given in Table S1.

### Immunofluorescent staining of corneal whole mounts

Corneas were dissected, flattened by three radial incisions, washed 3 times for 15 minutes each in PBS with 4% FBS and blocked in FC block (BD Pharmingen, San Jose, CA) for 20 minutes prior to incubation with FITC-conjugated anti-CD45 antibody, or FITC-conjugated anti-Lyve1 antibody and PE-conjugated anti-CD31 antibody (BD Pharmingen) overnight at 4°C. Corneas were then washed three times each for 30 minutes in PBS/4% FBS, fixed in 1% Paraformaldehyde for 2 hours at 4°C, rinsed 3 times again for 30 minutes each in PBS/4% FBS and mounted in Aqua Poly/Mount (Polysciences Inc, Warrington, PA). Images were acquired on a Nikon Ti-E and/or Olympus Fluoview 1000 confocal system with an Olympus IX81 microscope. Stacks were imaged at 20× (Numerical Aperture 0.85) and 60× (Numerical Aperture 1.42) through the cornea. Individual images were stitched together using Metamorph (Molecular Devices, Sunnyvale, CA) and Photoshop (Adobe Systems Inc., San Jose, CA) programs.

### Immunofluorescence

Paraformaldehyde fixed, paraffin-embedded sections were deparaffinized with xylene, blocked with 10% goat serum in PBS for 1 h at room temperature (RT) in a humidified chamber, washed twice with PBS for 5 minutes each, incubated overnight with a 1∶50 dilution of anti-Dsg (recognizes both Dsg1a and Dsg1b) or anti-Dsp primary antibody raised in rabbit (Santa Cruz Biotechnology, Santa Cruz, CA) at 4°C, washed thrice with PBS for 5 minutes each, incubated with secondary antibody (AlexaFluor 546-coupled goat anti-rabbit IgG antibody; Molecular Probes, Carlsbad, CA) at a 1∶300 dilution for 1 h at RT, washed twice with PBS for 5 minutes each, incubated with DAPI for 10 minutes, mounted with Aqua Polymount (Polysciences, Inc), and observed with a fluorescence microscope. All images presented within each composite figure were acquired under identical settings and processed in a similar manner using Adobe Photoshop and Illustrator (Adobe, Mountain View, CA).

### Reporter Vectors, Cell Culture, and Transient Transfection Assays

Different reporter vectors where approximately 2 kb *Dsg1a*, *Dsg1b* and *Dsp* promoter fragments drive the expression of luciferase reporter gene were described earlier [47]. Full-length *Klf4* in pCI-*Klf4* and full length *Klf5 in pCMV-Sport-Klf5* was transiently expressed using the CMV promoter. Human skin keratinocyte NCTC cells were grown in Dulbecco's modified Eagle's medium(DMEM) supplemented with 10% fetal bovine serum, penicillin, and streptomycin at 37°C in a humidified chamber containing 5% CO_2_ in air. NCTC cells in 12-well plates were co-transfected with 0.5 µg *pDsg1a-Luc*, *pDsg1b-Luc* or *pDsp-Luc*, along with 20 ng *pRL-SV40* (for normalization of transfection efficiency) and 0.5 µg *pCI* (control), or 0.25 µg each of *pCI* and pCI-*Klf4*, or *pCI* and *pCMV-Sport6-Klf5*, or pCI-*Klf4* and *pCMV-Sport6-Klf5* using 2.5 µL transfection reagent (Expressfect; Denville Scientific). After 2 days, cells were washed with PBS and lysed with 200 µL passive lysis buffer (Promega). 50 µL of lysate was analyzed using a dual-luciferase assay kit (Promega) and a microplate luminometer (Synergy-II; Biotek Instruments, Winooski, VT). The measurement was integrated over 10 seconds, with a delay of 2 seconds. Firefly luciferase activity normalized for transfection efficiency using the SV40 promoter-driven *Renilla* luciferase activity, were used to obtain mean promoter activities. Fold-activation was determined by dividing mean promoter activity by the promoter activity with only pCI. Error bars indicate Standard Error of Mean (SEM). Results presented are representative of three independent experiments.

## Supporting Information

Figure S1 **Quality of RNA used for microarray analysis.** Total RNA isolated from PN11 and PN56 WT or *Klf5*CN corneas was subjected to Agilent Bioanalyzer analysis using nanoRNA chips. Resultant gel image confirming the RNA integrity is shown. Corresponding RNA Integrity Value (RIN) numbers are provided at the top of each lane.
(TIF)

Figure S2 **Comparative analysis of the network of target genes influenced by transcription factors that are affected in** ***Klf4*** **CN corneas.** Lists of transcription factors downregulated by 1.5-fold in *Klf4*CN corneas (shaded yellow) were submitted to Ingenuity Pathway Analysis (IPA), where gene identifiers were mapped to their corresponding gene objects and overlaid onto a global molecular network in the Ingenuity Pathways Knowledge Base to generate the associated networks. Direct relationships are shown with solid arrows and indirect relationships with dashed arrows. Legends for different shapes used are shown.
(TIF)

Figure S3 **Comparative analysis of the network of target genes influenced by transcription factors that are affected in** ***Klf5*** **CN corneas.** Lists of transcription factors downregulated by 1.5-fold in *Klf5*CN corneas (shaded yellow) were submitted to Ingenuity Pathway Analysis (IPA), where gene identifiers were mapped to their corresponding gene objects and overlaid onto a global molecular network in the Ingenuity Pathways Knowledge Base to generate the associated networks. Direct relationships are shown with solid arrows and indirect relationships with dashed arrows. Legends for different shapes used are shown.
(TIF)

Table S1 **Sequence of nucleotide primers used for QPCR.**
(XLSX)

Table S2 **Most downregulated genes in PN11** ***Klf5*** **CN corneas.**
(XLS)

Table S3 **Most upregulated genes in PN11** ***Klf5*** **CN corneas.**
(XLS)

Table S4 **Most downregulated genes in PN56** ***Klf5*** **CN corneas.**
(XLS)

Table S5 **Most upregulated genes in PN56** ***Klf5*** **CN corneas.**
(XLS)

Table S6 **Most upregulated genes in PN56 WT compared with PN11 WT corneas.**
(XLS)

Table S7 **Most downregulated genes in PN56 compared with PN11 WT corneas.**
(XLS)

Table S8 **Genes whose expression is decreased at PN56 in both** ***Klf4*** **CN and** ***Klf5*** **CN corneas.** Transcription factors are in **bold**. Genes are annotated by other effects as follows: (*) = developmental effect, (**) = PN11 *Klf5*CN effect, (***) = both. All 43 developmental effects are increases except Agpat3, Lamb1-1, Ntn1, Satb1 and Tox. All 48 PN56 *Klf5*CN effects are decreases except Vgll3.
(XLSX)

Table S9 **Genes whose expression is increased in both** ***Klf4*** **CN and** ***Klf5*** **CN corneas at PN56.** Transcription factors are highlighted in bold. Genes are annotated by the other effects. (*) = developmental effect, (**) = *Klf5*CN effect in PN11 cornea also, (***) = both. All changes in the PN11 Klf5CN are increases and all developmental changes are decreases, except those shaded grey.
(XLSX)

Table S10 **Canonical pathways enriched in PN11 and PN56 corneal Klf5-target genes or in developmentally-modulated genes.** Aggregates of differentially expressed genes in PN11or PN56 *Klf5*CN corneas, and during WT corneal maturation were subjected to canonical pathway analysis. Pathways for which at least one group showed significant (−log(p) >5) enrichment were selected. Where upregulated genes exceed downregulated genes by >2-fold, cells are colored red; where downregulated genes exceed upregulated genes by >2-fold, cells are colored green. Otherwise cells are colored yellow. For *Klf5*CN groups, significantly enriched pathways are dominated by upregulated genes. Developmentally modulated pathways contain a fair balance of up- and down-regulated genes.
(XLSX)

Table S11 **Immune-related genes whose expression changes in** ***Klf5*** **CN corneas.** 107 of 368 immun/inflam genes were upregulated in PN56 and/or PN11 *Klf5*CN corneas, with only 7 genes downregulated. Entries in bold show the smaller number of genes affected in PN56 *Klf4*CN corneas.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

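Corneal RNA was measured on Affymetrix mouse expression arrays in 14 samples: 3 WT and 3 Klf5CN at postnatal day 11 (PN11) and 4 WT and 4 Klf5CN at postnatal day 56 (PN56). According to the paper, the samples came from littermates and the RNA of both corneas of each mouse was pooled. The intensity values were made by the authors before they were deposited: GCOS 1.4 with its defaults computed a signal for each probe set from labelled RNA and scaled each array so that the mean after trimming 2% at each end was 150, as the Methods state. Recomputed here, that trimmed mean was 150 on all 14 arrays. Further columns give, for each group, on how many arrays a probe set was called Present, and how many pairs of arrays GCOS called different. The scale is linear, with no lower limit. Of 631414 signals in each of the 2 deposited tables, 631414 were equal, so either gives the same results. The Klf4CN arrays that the paper compares with its own were not analysed here.

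The arrays hold 45101 probe sets, of which 34958 have 1 gene symbol in the reference table of gene symbols, 932 have several and 9211 have none, which covers 18194 genes. Of the symbols, 0 were updated and 204 had no match in the gene reference. Signals under 10 were set to 10 (log2 3.32), which applied to 29.7% of all values, and log2 was taken. A probe set was tested if its signal exceeded 20 in at least 3 arrays, which left 29416 probe sets and 13660 genes. Each gene was read by its tested probe set with the highest mean log2 signal over the 14 arrays and exactly 1 symbol. The size of a difference was not used, but the mean includes every group. A probe set that falls steeply in a group can thus lose to one that changes less. For Klf5, the other probe sets were brighter in the WT arrays than the one chosen. Over all arrays 57.8% of calls were Present. Array medians of the signal ran from 25.9 to 35.2 and the correlation between replicates from 0.94 to 0.985. The first principal component held 54.5% of the variance and the next 18.4%.

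The 4 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with p-values adjusted by the method of Benjamini and Hochberg over all tested probe sets. Contrasts were Klf5CN against WT at PN11 and at PN56, PN56 WT against PN11 WT (maturation), and the difference between the Klf5CN effects at PN56 and PN11. All tests are two-sided. A gene counts as changed at an adjusted p below 0.05 and a difference of group means of more than 2-fold. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Tested on simulated data with the spread of these arrays, the fit recovered 86, 88 and 85 of 100 probe sets changed 3-fold in the PN11, PN56 and maturation contrasts and 99, 100 and 100 of 100 changed 6-fold, with 5, 5 and 4 false calls. Changes short of 3-fold can therefore be missed with these group sizes. Shared genes were counted with a Fisher test against independence, which takes genes and not mice as its units. Ratios of 3-prime to 5-prime control probe sets were compared with exact permutation tests.

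The samples, the comparisons, the probe set rule and 50 gene lists were fixed before the data were examined, from the paper and general knowledge, with 4 further lists taken from the paper's Tables S8, S9 and S11. Tables printed in the paper had been seen by then. Lists cover collagens, other matrix genes, Adam and MMP proteases, solute carriers, channels, keratins, Kruppel-like factors, xenobiotic metabolism, junctions, cell types of cornea, conjunctiva, immune system, vessels, nerve, muscle, lens, retina and blood, and metabolic and stress programs. Each list was tested with camera of limma at its preset correlation of 0.01 between genes, again with the correlation estimated from the data, and with fry. The test asks whether the genes of a list lie higher or lower than the other genes measured, and 53 lists entered each comparison. Genes named in the text are those named in the paper's text, Table 12, Fig. 2 or in bold in its tables, the 12 largest changes per contrast and direction whose arrays do not overlap, up to 6 changed genes per list, or the 2 largest differences of a list without a change, and 3 genes per contrast whose probe sets differ most. Genes named as examples of a difference between ages are taken from the genes that pass that test. The paper's Sprr2a was not measured as a single gene because its probe sets carry several symbols, Adamts2 has no probe set under this symbol in the reference, and Klf1 and Klf17 fell below the filter. Lamb1-1, Clca6 and Ces3 of the paper are Lamb1, Clca4a and Ces1d in the gene reference.

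Besides the fit described, 31 settings were tried. They change the values (quantile normalization, array medians subtracted, signals under 32 set to 32, log2 of signal plus 16), the filter (none, or 64), the probe set of a gene (the smallest p of any, or the mean), the threshold (no minimum fold), the fit (robust, only the compared groups, the log2 3-prime to 5-prime ratio of Actb as a covariate, the replicate number as a block), and the rule of the paper without its pairwise comparisons. Each of the 14 arrays was also left out in turn. After the data had been seen, 3 settings were added: the paper's rule with its pairwise comparisons, only genes with 1 tested probe set, and leaving out PN11 Klf5CN replicate 3 and PN56 Klf5CN replicate 4 together. Changes of WT maturation and of Klf5CN corneas use the same WT arrays. The overlap of the PN56 changes was therefore also computed with the PN56 WT arrays divided between them. Correlations at both ages were set against 50 simulations of unchanged groups. The arrays of the PN11, PN56 and maturation comparisons were each regrouped in all possible ways to count how often another grouping gives as many changes. For the difference between ages and the changes shared by both ages, 100 groupings were used, the real one and a random draw of the others.

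The copies of the paper's Tables S2 to S5 used here hold 296, 711, 209 and 752 entries, fewer than the counts the paper gives, and no test of overlap was made with them. Tables S6 and S7 hold 1915 and 1574. All 5457 entries of these tables have group means equal to those of a probe set to within 0.002 on the log2 scale, and 5210 could be matched to a single gene. Tables S8 and S9 hold 80 and 239 entries. The gene Vgll3 was named after its values had been seen.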

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

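The tests of the first and second pattern and the regroupings of samples were written before their results were seen. Both tests of the third pattern were written after. The lists of genes that the paper does not discuss, and the minimum of 5 changed genes for naming one of them, were chosen after the list results had been seen. Chance alone marks about 1 in 20 groups of 4 arrays as holding a far array, where values do not lie at the lowest value kept.

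One array stood far from the other 3 of its group in 4 of 14 groups of array controls (28.6%). Most of these are related readings of the same array, so this share cannot be set against the 1 in 20 that chance marks. The PN11 groups of 3 arrays were outside this test. There the difference between the 3' and 5' probe sets of Gapdh was 6.18 in PN11 Klf5CN replicate 3. It was -0.32 and -0.39 in the other PN11 Klf5CN arrays. The difference between the 3' and 5' probe sets of Actb was 1.40 in PN56 Klf5CN replicate 4, and that of Gapdh was 0.651 in the same array. In that array the difference between the 3' and middle probe sets of Pcx was 2.92. For Tfrc the difference was 1.10 in PN56 WT replicate 1, lower than in the other arrays of its group.

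Among the groups of genes named here, 36 of 532 held an array far from the other 3 (6.77%), close to the 1 in 20 that chance marks, but the arrays are not spread evenly. PN56 Klf5CN replicate 3 is the far array in 16 of the 36. In that array, C3ar1 (log2 4.82), Car12 (8.17), Cd74 (9.96), Itgb2 (6.07), Jchain (6.97), Krt17 (10.55), Litaf (9.48), Lpl (4.73), Ptprc (7.47), Reln (5.91) and Slc40a1 (6.05) were lower than in the other arrays of the group. F3 (10.19), Fabp4 (9.82), Il1a (9.25), Oasl1 (10.45) and Tjp1 (11.32) were higher. Jchain, Cd74, Itgb2 and Ptprc are genes of leukocytes, so the group mean of such genes at PN56 rests on 3 arrays with higher values and 1 with lower. PN56 WT replicate 4 was far from its group for Elf3 (11.63), Krt76 (4.72), Fxyd6 (3.42), Klf6 (9.59), Mcpt2 (3.62) and Tjp1 (11.28). PN56 WT replicate 3 was far for Adamts12 (4.12), Cyp4f18 (3.98), Egr3 (3.83), Il1f9 (10.61), Lamb1 (8.50), Mmp13 (7.17) and Plvap (5.77), PN56 WT replicate 2 for Cldn6 (3.43), Cryga (5.58) and Pecam1 (4.06), and PN56 WT replicate 1 for Muc5ac (3.64). PN56 Klf5CN replicate 1 was far for Egr2 (5.92) and Nr1d1 (6.67), and PN56 Klf5CN replicate 2 for Oas2 (8.63). For Adamts12, Cldn6, Cryga, Cyp4f18, Egr3, Krt76, Mcpt2 and Muc5ac, the other 3 arrays lay at the lowest value kept. There any value above it counts as far by construction, so the 1 in 20 does not hold for these genes.

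The effect of Klf5 loss differed between the ages for 71 genes, a difference between groups that the paper does not test. Of 39 genes with a more positive change at PN56, 23 fell and 0 rose in WT maturation. Of 32 with a more negative change, 14 rose and 1 fell. The WT arrays enter both tests. The change was more positive at PN56 for Ighm (5.91), Fabp4 (3.24), Cnpy1 (2.55, with all PN56 arrays at the lowest value kept, so that only its fall at PN11 enters), Cd40 (2.42), Col14a1 (2.26), Matn2 (2.03) and Ltbp1 (1.97). It was more negative at PN56 for Wfdc18 (-4.85), Sftpd (-4.83), Ltf (-3.25), Spink5 (-2.75), Gm2115 (-2.47), Oasl1 (-2.37), Scd1 (-1.85), Slc5a1 (-1.77) and Cd55 (-1.55). Of 100 groupings, the real one and a random draw of the others possible, 3 call at least that many genes. Such groupings mix WT and Klf5CN arrays, so the effect of Klf5 loss itself enters their spread and they do not measure chance for a difference between ages, which stays open. The highest count, 1828, comes from a grouping that exchanges WT and Klf5CN at one age as a whole. That adds the effects of both ages in place of subtracting them, so the structure it points to is the effect shared by both ages. Of the groupings drawn, 2 exchange one age as a whole, whatever they do at the other age, and 1828 is the higher of their counts. Apart from these and the real grouping, 1 reaches the real count, with 80 genes. The 71 genes also rest on few arrays, with 20 to 264 when 1 array is left out and 27 with the replicate number as a block.

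For the other comparisons the same way of regrouping gave these counts. At PN56, 1 of 35 groupings reaches the real count of 1192 genes, and the highest of the others calls 500, so chance is excluded at that resolution. In maturation 1 of 35 reaches the real 2729, and the highest of the others calls 1152. Of the 100 groupings drawn over both ages, 1 reaches the real 384 genes changed the same way at both ages, and the highest of the others gives 2. At PN11 the 10 possible groupings are too few to exclude chance, with 721 genes in the real one and 0 in the highest of the others.

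In 1093 genes, probe sets of the same gene changed differently between PN11 and PN56 WT corneas, which bears on every maturation result. Uneven coverage close to the 3' end is argued against by Actb, whose 3' to 5' difference changed by 0.159. Coverage far from the 3' end may contribute, because the 3' to 5' difference of Pcx was 3.82 in PN11 WT and 2.53 in PN56 WT, a change of -1.29 (exact p = 0.057). The test also named Tfrc, which could not be read because its PN11 WT signals lay at the lowest value kept. Dim probe sets stay open, since 45.1% of the differing genes are lost when only signals above 64 are kept, against 34.8% of the changed genes. More unspliced RNA at PN56 also stays open, with 54.0% of probe sets without a gene symbol higher at PN56.

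Genes of leukocytes were higher in Klf5CN corneas at both ages, and a lower share of epithelial RNA could raise all other cell types alike. At the age with the smaller gap, the median of the keratocyte genes lay below that of the leukocyte genes (difference -1.09), which argues against this. Blood left in the tissue could also raise them, but the erythrocyte genes lay below the leukocyte genes too (-1.47, 6 erythrocyte probe sets). More leukocytes in the tissue was not tested on the arrays, as no cells were counted here. By staining PN56 corneas for CD45, the paper reports more CD45+ cells in Klf5CN than in WT stroma.

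Genes that were higher in PN56 Klf5CN corneas tended to fall in WT maturation. Both comparisons share the PN56 WT arrays, which could create such a relation by itself. With those arrays divided so that each comparison uses different ones, the mean correlation was still -0.267, which argues against this. Coverage far from the 3' end may differ between the PN56 groups, where the Pcx difference changed by 0.149, and this stays open.

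Genes that the paper does not discuss gave the following signals. The interferon list (37 genes) had 10 genes up and 0 down at PN11 (17 and 0 adjusted over the list alone, adjusted p = 7.6e-11, lost with adjusted p = 0.36 with an estimated correlation), among them Oas2 (2.19), Ifit1 (2.13) and Oasl2 (1.70). The 10 became 4 with the Actb covariate, 3 without PN11 Klf5CN replicate 3 and PN56 Klf5CN replicate 4 together, and 2 without PN11 WT replicate 1. At PN56 it had 4 up and 0 down (1 to 4 with 1 array left out, 4 and 0 adjusted over the list alone, adjusted p = 0.00042, lost with adjusted p = 0.48 with an estimated correlation). In maturation it had 12 up and 1 down (13 and 1 adjusted over the list alone, adjusted p = 6.1e-06, lost with adjusted p = 0.61 with an estimated correlation), with Oas3 (2.24), Trim30a (2.11) and Ifi47 (2.08).

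The mast cell list (12 genes) had 6 genes up and 0 down at PN56 (7 and 0 adjusted over the list alone, adjusted p = 2.9e-05, lost with adjusted p = 0.20 with an estimated correlation), among them Mcpt2 (3.13), Mcpt1 (2.93) and Cpa3 (2.11). In maturation it had 0 up and 7 down (0 and 7 adjusted over the list alone, adjusted p = 0.019, lost with adjusted p = 0.61 with an estimated correlation), with Mcpt4 (-4.60) and Cpa3 (-4.29). At PN11 limma called 0 of its genes, with 6 up and 0 down at an unadjusted p below 0.05 (4 and 0 adjusted over the list alone, adjusted p = 0.0042, lost with adjusted p = 0.41 with an estimated correlation). With 1 array left out, 0 to 3 were called up at PN11, and 1 with the Actb covariate.

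The complement list (17 genes) had 10 genes up and 1 down at PN56 (10 and 1 adjusted over the list alone, adjusted p = 2.9e-05, lost with adjusted p = 0.25 with an estimated correlation), among them C1qc (3.13), C1qb (3.02) and C3ar1 (2.56). In maturation it had 0 up and 11 down (7 to 11 down with 1 array left out, 0 and 11 adjusted over the list alone, adjusted p = 0.028, lost with adjusted p = 0.66 with an estimated correlation), with Serping1 (-2.47) and C1ra (-2.45). At PN11 it had 3 up and 0 down (1 to 5 up with 1 array left out, 5 and 0 adjusted over the list alone, adjusted p = 0.00018, lost with adjusted p = 0.41 with an estimated correlation).

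The cholesterol synthesis list (20 genes) had 13 genes up and 0 down in maturation (13 and 0 adjusted over the list alone, adjusted p = 1.4e-10, lost with adjusted p = 0.36 with an estimated correlation), among them Cyp51 (2.36), Idi1 (2.02) and Fdft1 (1.86). At PN56 limma called 0 of its genes in Klf5CN corneas, with 0 up and 14 down at an unadjusted p below 0.05 (median -0.65, adjusted p = 3.1e-06, lost with adjusted p = 0.23 with an estimated correlation). With 1 array left out, 0 to 4 were called down at PN56, and 2 with the Actb covariate. At PN11 limma called 0, with 4 up and 2 down at an unadjusted p below 0.05. The effect of Klf5 loss on this list differed between the ages (median -0.56, adjusted p = 4.2e-06), lost with adjusted p = 0.84 with an estimated correlation.

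The imprinted list (21 genes) had 1 gene up and 12 down in maturation (0 to 1 up with 1 array left out, 1 and 12 adjusted over the list alone, adjusted p = 5.8e-06, lost with adjusted p = 0.16 with an estimated correlation), among them Meg3 (-4.32), Peg3 (-3.80), Igf2 (-3.30) and Grb10 (-3.24). At PN56 it had 0 up and 3 down (0 and 3 adjusted over the list alone, adjusted p = 0.26), Phlda2 (-1.74), Ipw (-1.69) and Ndn (-1.37). At PN11 limma called 0, with 3 up and 1 down at an unadjusted p below 0.05.

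The pigment list (13 genes) had 0 genes up and 6 down in maturation (0 and 6 adjusted over the list alone, adjusted p = 0.019, lost with adjusted p = 0.66 with an estimated correlation), with Trpm1 (-1.67) and Tyr (-1.62). At PN56 it had 0 up and 1 down (0 and 1 adjusted over the list alone, adjusted p = 0.17). At PN11 limma called 0, with 1 up and 0 down at an unadjusted p below 0.05.

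The immediate early list (24 genes) had 5 genes up and 2 down in maturation (3 to 6 up with 1 array left out, 5 and 2 adjusted over the list alone, adjusted p = 0.0030, lost with adjusted p = 0.47 with an estimated correlation), with Fosl1 (1.57), Fos (1.29), Zfp36 (1.17) and Nr4a1 (-2.31). At PN11 it had 3 up and 1 down (4 and 1 adjusted over the list alone, adjusted p = 0.0076, lost with adjusted p = 0.41 with an estimated correlation), with Egr2 (2.14), Egr3 (1.71) and Hspa1a (-1.24). At PN56 it had 4 up and 0 down (4 to 7 up with 1 array left out, 4 and 0 adjusted over the list alone, adjusted p = 0.010, lost with adjusted p = 0.32 with an estimated correlation), with Nr4a1 (2.92), Egr2 (1.70) and Jun (1.15).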

How the results depend on the processing

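Of the settings, 3 were added after the data had been seen: the paper's rule with its pairwise comparisons, only genes with 1 tested probe set, and leaving out PN11 Klf5CN replicate 3 and PN56 Klf5CN replicate 4 together. The cause of a moved count was not tested unless stated. With a floor of 32 there were 345 genes increased at PN11 (519 with the floor of 10), 513 at PN56 and 175 at both ages. Of the Klf5CN genes, 37.1% then also changed in WT maturation, against 12.7% of the other genes. Adding 16 to the signal in place of the floor gave 139 genes decreased at PN56, 38 decreased at both ages, and shares of 35.2% and 13.3%. Without the filter on dim probe sets 199 genes were increased at both ages, with shares of 39.6% and 12.4%. The filter of 64 raised the share of the Klf5CN genes to 50.6%, and subtracting the array median gave 40.4%. Taking the smallest p of any probe set gave 1764 genes increased in maturation and shares of 48.3% and 27.9%, while the mean of the probe sets gave 39.6% and 18.1%. Without the fold threshold, which by construction only adds genes, there were 475 decreased at PN11, 1606 increased and 1051 decreased at PN56, 2077 increased and 3747 decreased in maturation, 237 decreased at both ages, and shares of 53.8% and 39.3%. Fitting only the 2 groups compared gave shares of 39.5% and 18.2%. The paper's rule without its pairwise comparisons gave 404 decreased at PN11, 1776 increased in maturation and shares of 46.6% and 19.1%. With them it gave 329 decreased at PN11, 631 increased at PN56, 1473 increased in maturation and a share of 16.0% among the other genes. Only genes with 1 tested probe set, a smaller pool by construction, gave 310 increased and 1264 decreased in maturation. The replicate block gave 337 genes increased at PN11, 195 increased at both ages, 27 with an effect that differed between the ages, and a share of 18.1% among the other genes. Whether replicate numbers pair littermates is not given in the sources used here. Residuals of arrays with one number correlated at 0.05, -0.06 and 0.05 at PN11, and at -0.06, 0.07, -0.20 and 0.09 at PN56. In maturation they correlated at 0.10, 0.03 and 0.12. Correlations this small do not decide whether the numbers pair samples. Leave-one-out gave 272 (without PN11 WT replicate 1) to 616 genes increased and 101 (without PN11 WT replicate 1) to 216 decreased at PN11. At PN56 it gave 782 to 1348 increased and 177 to 309 decreased, the lowest without Klf5CN replicate 1 and the highest without Klf5CN replicate 3. In maturation it gave 563 to 603 increased and 1985 to 2147 decreased. For the effects that differ between the ages it gave 20 (without PN11 WT replicate 2) to 264 (without PN56 Klf5CN replicate 3), so that count hangs on single arrays. The genes increased at both ages ranged from 170 (without PN11 WT replicate 1) to 446 (without PN56 Klf5CN replicate 3), and those decreased at both from 35 to 77. The shares ranged from 39.2% to 46.0% and from 15.8% to 17.6%. Leaving out the pair of arrays together gave 549 and 899 genes increased at PN11 and PN56, 609 increased in maturation, and a share of 17.7% among the other genes. Of the list counts of 5 or more, 11 of 18 at PN11, 11 of 31 at PN56 and 6 of 33 in maturation moved more than 1.5 times with 1 array left out, and all 11 at PN11 were lowest without PN11 WT replicate 1. With an estimated correlation, camera called 0 lists up and 0 down at PN11 (21 and 4 with the preset one), 1 and 0 at PN56 (29 and 6), 0 and 0 in maturation (11 and 15) and 0 and 0 for the difference between the ages (8 and 4). With fry 7 lists were up and 23 down in maturation, and 0 and 0 for the difference between the ages. The list of water and ion channels at PN11 had an adjusted p of 0.056 with quantile normalization, and that of hypoxia at PN56 had 0.12 with the Actb covariate. The covariate also called the lists of corneal identity (0.019) and lens (0.046) lower at PN11 and that of desmosomes lower at PN56 (0.040), which the fit without it did not call. For the difference between the ages it called desmosomes (0.044) and no longer macrophages (0.065). Quantile normalization called collagens (0.042) and oxidative stress defence (0.030) higher at PN56, and imprinted genes (0.021) for the difference between the ages. Probe sets of one gene differed in 18, 23 and 600 genes at PN11, PN56 and in maturation under the filter of 64 (71, 104 and 1093 without it). With Gapdh in place of Actb the 3' to 5' difference changed by 2.29 at PN11 (0.509 with Actb), by 0.402 at PN56 (0.271 with Actb) and by -0.000547 in maturation (0.159 with Actb), a change of sign close to 0. Of the 520 values of single genes that the text names, passing or not, the floor of 32 lost 65 and gained 2. The lack of a filter lost 52, and the smallest p of any probe set gained 20. No value that passed here reversed in any setting. Of those that did not pass here, 2 passed the opposite way under the smallest p of any probe set. Under the paper's rule, with or without its pairwise comparisons, 2 also did so. The other table of the same arrays holds identical values and gives no alternative, and neither the 2-group fit nor the paper's rule gives a value for the difference between the ages. Signal over background limits every value near the floor, where a fold change is a lower bound.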

Differences from the paper's values

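The counts here use limma with an adjusted p below 0.05 and a change above 2-fold on the brightest probe set of each gene, while the paper used a 2-fold change, a Mann-Whitney test and the calls of the array software. For the counts and the ratios of Table 12, the settings named are those within the paper's value, and every other alternative chosen before the data were examined, each array left out included, still differs from it. For single genes that the paper describes as changed, the settings that pass them are named. The paper's rule with its pairwise comparisons, chosen after the values were seen and dropping 492 of 1839 entries of Table S6, passes each of these genes that the rule without them passes.

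For WT maturation, 597 genes increased here, where the paper's Results and its Table S6 give 1915. The values under 3 alternatives come within 1.5 times the paper's: 1764 with the smallest p of any probe set, 2077 without the fold threshold and 1776 with the paper's rule. The paper's rule with its pairwise comparisons gave 1473, a setting chosen after the values were seen that drops 492 of the 1839 entries of the paper's own table that have a value under it. The paper's rule without them drops 232 of these entries, the smallest p of any probe set 251 of 1837, and the analysis with the brightest probe set 1310 of 1837.

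Table 1 of the paper counts the genes of each combination of changes over the 3 comparisons, and 9 of its 27 counts are more than 1.5 times higher or lower here. For genes unchanged at PN11, increased at PN56 and decreased in maturation, 350 were found here against the paper's 175. A floor of 32 (162), adding 16 to the signal (175), only the 2 groups compared (203), the paper's rule (252) and leaving out PN56 Klf5CN replicate 1 (262) come near the paper's value. For genes decreased at PN11, increased at PN56 and unchanged in maturation, 0 were found against the paper's 1. The smallest p of any probe set, the mean of the probe sets, and leaving out PN56 Klf5CN replicate 3 or replicate 4 each give 1. Genes decreased at both ages and increased in maturation number 5 here and 25 in the paper, with 19 under the smallest p of any probe set and 31 under the paper's rule. Genes decreased in all 3 comparisons number 6 here and 3 in the paper. No filter and the replicate block each give 3, the filter of 64 gives 4, only the 2 groups compared gives 2, and leaving out PN56 WT replicate 1, 2 or 3, PN56 Klf5CN replicate 1 or 2, or PN11 WT replicate 1 or 2 gives 3 or 4.

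The next combination of changes holds genes decreased at PN11 only and increased in maturation, which number 5 here and 31 in the paper, with 34 without the fold threshold. Genes that only increased in maturation number 458 here and 1360 in the paper, with 1533 under the smallest p of any probe set, 1456 without the fold threshold and 1485 under the paper's rule. Genes increased at PN11 only and decreased in maturation number 21 here and 62 in the paper, with 43 without the fold threshold, 42 with only the 2 groups compared and 48 under the paper's rule. Genes increased at PN11 alone number 120 here and 227 in the paper, with 166 for only the 2 groups compared, 208 under the paper's rule and 152 without PN56 Klf5CN replicate 2. Genes unchanged throughout number 10067 of the 13660 measured here and 17417 in the paper, whose table counts a larger pool of genes, with 14874 without the filter and 13259 under the paper's rule.

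Table 12 of the paper gives Klf5 as a ratio to WT of 0.028 at PN56 and 0.027 at PN11, where the brightest probe set gave 0.790 and 0.563. With the smallest p of any probe set these were 0.0322 and 0.0266, and under the paper's rule 0.0226 and 0.0266. For Pax6 at PN11 the paper's ratio is 0.16, the change here was -0.52 on the log2 scale (a ratio of 0.70), and only the paper's rule (0.179) comes near. For Pax6 in maturation the paper's ratio is 12.95 and the one here 1.30, with 13.6 both under the smallest p of any probe set and under the paper's rule. For Cux1 in maturation the paper's ratio is 3.56 and the one here 1.19, and the same settings both give 3.56.

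The paper describes several cell junction genes as increased in maturation. On the brightest probe set Dsp (0.51), Dsc3 (0.63) and Gja1 (0.30) stayed under 2-fold. All 3 pass on a dimmer probe set, taken by the smallest p and by the paper's rule, with 7.33 for Dsp, 5.10 for Dsc3 and 3.88 for Gja1. Dsp and Dsc3 also pass with the mean of the probe sets (2.83 and 2.86) and without the fold threshold. The paper also describes genes of oxidative stress as increased. Here Cp (0.47), Car2 (0.52), Car12 (0.65), Alox12 (-0.66) and S100a8 (-0.65) did not pass in maturation. Without the fold threshold Car12 passes as increased. One dimmer probe set of Cp rose by 1.24 and another, taken by the smallest p and by the paper's rule, fell by 1.39. Among solute carriers the paper describes several members as increased in maturation. Of 262 measured here, 20 rose and 44 fell, where 597 of all 13660 genes rose and 2132 fell. Camera did not place the family apart from other genes (adjusted p = 0.77). Table 10 of the paper lists Slc16a12 as increased, and here it changed by 1.16 (adjusted p = 0.062). It passes with array medians subtracted (1.25), with only the 2 groups compared, under the paper's rule, and without PN56 Klf5CN replicate 1 or replicate 3.

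Among the Klf genes the paper states that Klf3 and Klf6 increase in maturation. The brightest probe sets changed by 0.82 and 0.96, under 2-fold, and both pass without the fold threshold. Klf3 passes with the smallest p and the paper's rule (2.06) and with the mean of the probe sets (1.06). Klf6 passes with the smallest p (1.12), the paper's rule (2.29), array medians subtracted (1.05), the replicate block (1.08), and without PN56 WT replicate 4 (1.06) or PN11 WT replicate 2 (1.03). The paper places Klf14 among the absent transcripts, which was called Present on 11 of 14 arrays, and Klf17 among those present in all samples, which was called Present on 9. It describes Klf9 and Klf13 as increased in Klf5CN corneas. Klf9 changed by 0.42 at PN11 and rose by 1.22 at PN56. Klf13 changed by 0.79 and 0.88, under 2-fold at both ages, and passes at PN56 without PN56 WT replicate 3 (1.02) or PN56 Klf5CN replicate 3 (1.07).

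For the transcription factors of its Table 12, the paper lists a change of more than 2-fold where these genes did not pass here. At PN11, Pax6 changed by -0.52 and passes with the mean of the probe sets (-1.16) and the paper's rule (-2.48). Cux1 changed by -0.62 and passes with the smallest p and the paper's rule (-1.21) and without the fold threshold. Tox changed by -1.23 (adjusted p = 0.17) and passes with the smallest p and the paper's rule (-1.83) and the mean of the probe sets (-1.36). Runx1 changed by 1.37 at PN11 (adjusted p = 0.11) and 0.44 at PN56, and passes with the smallest p and the paper's rule (1.42 and 1.03), and at PN11 also without PN11 Klf5CN replicate 2 (1.85). The pair of arrays left out together, a setting chosen after the values were seen, also passes Runx1 at PN11 (1.11). At PN56, Satb1 changed by -0.90 and passes with quantile normalization, the smallest p and the paper's rule (-1.24), without the fold threshold, and without PN56 Klf5CN replicate 2 (-1.01).

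In maturation, Tox changed by -1.13 (adjusted p = 0.061), Nfkbie by -1.21 (adjusted p = 0.050) and Runx1 by 0.82 (adjusted p = 0.16), where Table 12 lists a change of each. Tox passes with a floor of 32, the smallest p and the paper's rule (-1.16), only the 2 groups compared, and without PN56 WT replicate 2 (-1.40) or PN56 Klf5CN replicate 2. Nfkbie passes with the filter of 64, the mean of the probe sets (-1.09), only the 2 groups compared, the replicate block (-1.38), the Actb covariate (-1.32), and without PN56 WT replicate 3 (-1.41), PN11 WT replicate 2 (-1.67), or PN56 Klf5CN replicate 2, 3 or 4. Runx1 passes with the smallest p (1.84), the paper's rule (1.33) and without PN11 Klf5CN replicate 3. The pair of arrays left out together, chosen after the values were seen, passes all 3. Dsg1b, which the paper describes as decreased, changed by -0.93 at PN11 (adjusted p = 0.19) and -0.83 at PN56 (adjusted p = 0.11), and passes at PN56 without PN56 Klf5CN replicate 3 (-1.21).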

Other observations

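Many genes of the stromal matrix were higher in PN56 Klf5CN corneas. Collagens (38 genes) had 11 up and 2 down (6 to 16 up with 1 array left out, 14 and 2 adjusted over the list alone, median 0.33, adjusted p = 0.052). Among them Col3a1 (2.91), Col18a1 (1.95), Col1a1 (1.88) and Col5a2 (1.81) rose, and Col4a3 fell by 2.01. Other matrix genes (63) had 18 up and 1 down (1 to 2 down with 1 array left out, 19 and 1 adjusted over the list alone, median 0.57, adjusted p = 2.0e-05, lost with adjusted p = 0.34 with an estimated correlation), with Mfap4 (3.37), Ltbp2 (2.71), Tnc (2.62), Aspn (2.61), Matn2 (2.50) and Ltbp1 (2.34). Genes of myofibroblasts (19) had 6 up and 0 down (6 and 0 adjusted over the list alone, median 0.71, adjusted p = 4.0e-05, lost with adjusted p = 0.20 with an estimated correlation), with Timp1 (2.73), Inhba (2.61), Postn (2.02) and Acta2 (1.82). Genes of keratocytes (26) had 11 up and 0 down (6 to 18 up with 1 array left out, 12 and 0 adjusted over the list alone, median 1.02, adjusted p = 2.1e-05, lost with adjusted p = 0.34 with an estimated correlation). The keratocyte list shares genes with the matrix lists, such as Aspn and Col1a1, and the myofibroblast list shares Tnc and Postn. The rises of these lists are therefore not separate evidence for genes of stromal cells. Matrix metalloproteinases (15) had 5 up and 0 down (5 to 8 up with 1 array left out, 7 and 0 adjusted over the list alone, median 0.76, adjusted p = 0.0011, lost with adjusted p = 0.23 with an estimated correlation), with Mmp3 (3.31), Mmp13 (3.18), Mmp2 (2.33) and Mmp9 (2.02). Adam and Adamts proteinases (27) had 9 up and 0 down (5 to 9 up with 1 array left out, 9 and 0 adjusted over the list alone, median 0.51, adjusted p = 0.00024, lost with adjusted p = 0.20 with an estimated correlation), with Adam8 (2.24).

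Genes of another kind of epithelium were also higher at PN56. Genes of conjunctival and mucosal epithelium (14) had 7 up and 0 down (7 and 0 adjusted over the list alone, median 1.16, adjusted p = 8.0e-06, adjusted p = 0.041 with an estimated correlation), with Pip (4.15), Muc5ac (2.64) and Muc5b (1.49). It is the only list called with an estimated correlation in any comparison.

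At PN11, collagens had 2 up and 0 down (1 to 2 up with 1 array left out, 2 and 0 adjusted over the list alone, median 0.04, adjusted p = 0.61), with Col18a1 (1.68) among them. Adam and Adamts proteinases at PN11 had 4 up and 1 down (2 to 6 up and 0 to 1 down with 1 array left out, 7 and 1 adjusted over the list alone, median 0.43, adjusted p = 0.00061, lost with adjusted p = 0.26 with an estimated correlation), including Adam8 (2.53) and Adamts1 (1.34). Matrix metalloproteinases at PN11 had 4 up and 0 down (2 to 4 up with 1 array left out, 5 and 0 adjusted over the list alone, median 0.44, adjusted p = 0.0042, lost with adjusted p = 0.39 with an estimated correlation), among them Mmp12 (2.63), Mmp3 (2.58) and Mmp9 (2.19). Other matrix genes at PN11 had 1 up and 1 down (0 to 3 up and 0 to 1 down with 1 array left out, 1 and 1 adjusted over the list alone, median 0.15, adjusted p = 0.089), and Tnc rose by 1.92. Genes of myofibroblasts at PN11 had 4 up and 0 down (0 to 4 up with 1 array left out, 5 and 0 adjusted over the list alone, median 0.34, adjusted p = 0.0013, lost with adjusted p = 0.39 with an estimated correlation), and Inhba rose by 2.05. Genes of conjunctival and mucosal epithelium at PN11 had 3 up and 1 down (0 to 2 down with 1 array left out, 3 and 2 adjusted over the list alone, median -0.00, adjusted p = 0.25).

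Genes of blood vessel endothelium (28) at PN56 had 7 up and 0 down (7 and 0 adjusted over the list alone, median 0.56, adjusted p = 0.00034, lost with adjusted p = 0.34 with an estimated correlation), with Aplnr (2.15), Flt1 (2.10), Vwf (1.96) and Plvap (1.83). In PN11 Klf5CN corneas the same genes had 1 up and 0 down (1 and 0 adjusted over the list alone, median 0.06, adjusted p = 0.19), and the 1 gene is Flt1 (4.11). Pecam1 did not pass at PN56 (0.99, adjusted p = 0.41) or PN11 (-0.34, adjusted p = 0.88). Genes of lymphatic endothelium (7) at PN56 had 2 up and 0 down (1 to 4 up with 1 array left out, 3 and 0 adjusted over the list alone, median 0.68, adjusted p = 0.013, lost with adjusted p = 0.32 with an estimated correlation), with Reln (1.50) and Foxc2 (1.29), while Lyve1 did not pass (1.81, adjusted p = 0.063). Those genes at PN11 had 0 genes called by limma, with 1 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.45, adjusted p = 0.26), and Lyve1 changed by 1.01 (adjusted p = 0.47). Vessel growth factors and inhibitors (25) at PN56 had 9 up and 1 down (10 and 1 adjusted over the list alone, median 0.41, adjusted p = 0.022, lost with adjusted p = 0.34 with an estimated correlation), with Pdgfc (2.02), Pgf (1.95) and Vegfa (1.29). Vessel growth factors at PN11 had 3 up and 1 down (0 to 1 down with 1 array left out, 5 and 1 adjusted over the list alone, median 0.26, adjusted p = 0.015, lost with adjusted p = 0.41 with an estimated correlation), with Pdgfd (1.42).

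Genes of tissues next to the cornea give a view on dissection. Lens genes (18) at PN11 had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.12, adjusted p = 0.85). Lens genes at PN56 had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median -0.85, adjusted p = 0.038, lost with adjusted p = 0.62 with an estimated correlation). Retina genes (11) at PN11 had 0 genes called by limma, with 2 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 1.34, adjusted p = 0.026, lost with adjusted p = 0.65 with an estimated correlation). Retina genes at PN56 had 4 up and 0 down (2 to 6 up with 1 array left out, 6 and 0 adjusted over the list alone, median 1.71, adjusted p = 0.00051, lost with adjusted p = 0.34 with an estimated correlation), with Gnat1 (3.00), Nrl (2.57), Sag (2.45) and Pde6b (2.15). Skeletal muscle genes (10) at PN11 had 1 up and 0 down (0 to 1 up with 1 array left out, 1 and 0 adjusted over the list alone, median 0.41, adjusted p = 0.19), the gene being Mb (1.45). Skeletal muscle genes at PN56 had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median -0.13, adjusted p = 0.61). Nerve and Schwann cell genes (10) at PN11 had 0 genes called by limma, with 4 up and 2 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.38, adjusted p = 0.35). Nerve and Schwann cell genes at PN56 had 1 up and 0 down (0 to 2 up with 1 array left out, 1 and 0 adjusted over the list alone, median 0.04, adjusted p = 0.41), the gene being Cdh19 (1.02). Sex-linked genes (4) at PN11 had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.99, adjusted p = 0.61). Sex-linked genes at PN56 had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 1.04, adjusted p = 0.56). That list was drawn up from Xist and Tsix together with genes of the Y chromosome. Its median in any comparison therefore does not tell whether the groups were matched for sex.

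Cell cycle genes (41) at PN56 had 0 genes called by limma, with 22 up and 1 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.44, adjusted p = 7.6e-06, lost with adjusted p = 0.23 with an estimated correlation), with Kif2c (0.87) and Top2a (0.82) under 2-fold. Cell cycle genes at PN11 had 0 genes called by limma, with 1 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.14, adjusted p = 0.28). Fatty acid genes (33) at PN11 had 2 up and 2 down (1 to 2 up and 0 to 2 down with 1 array left out, 2 and 2 adjusted over the list alone, median -0.04, adjusted p = 0.40), with Ppara (-1.47) and Lpl (1.43). Fatty acid genes at PN56 had 1 up and 1 down (1 to 3 up and 0 to 2 down with 1 array left out, 2 and 1 adjusted over the list alone, median -0.10, adjusted p = 0.11), with Scd1 (-1.11). Genes of glycolysis, glycogen and pentose phosphate (32) at PN11 had 1 up and 1 down (1 to 2 up and 0 to 2 down with 1 array left out, 2 and 1 adjusted over the list alone, median 0.21, adjusted p = 0.30), with Pfkp (1.51). Glycolysis and related genes at PN56 had 3 up and 2 down (3 and 2 adjusted over the list alone, median 0.18, adjusted p = 0.28), with Gys1 (1.81) and Hk2 (1.48). Circadian clock genes (19) at PN11 had 1 up and 1 down (0 to 1 up with 1 array left out, 1 and 1 adjusted over the list alone, median -0.33, adjusted p = 0.22), with Nfil3 (2.04) and Hlf (-1.66). Circadian clock genes at PN56 had 1 up and 0 down (1 to 2 up with 1 array left out, 3 and 1 adjusted over the list alone, median 0.11, adjusted p = 0.75), the gene being Nfil3 (2.35). Hypoxia genes (22) at PN11 had 2 up and 0 down (1 to 2 up with 1 array left out, 2 and 0 adjusted over the list alone, median 0.30, adjusted p = 0.19), with Ankrd37 (1.73) and Ndrg1. Hypoxia genes at PN56 had 5 up and 0 down (5 and 0 adjusted over the list alone, median 0.34, adjusted p = 0.030, lost with adjusted p = 0.52 with an estimated correlation), with Ankrd37 (2.34), Ddit4 (1.78) and Adm (1.69).

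Keratocyte genes (26) in maturation had 0 up and 23 down (0 and 23 adjusted over the list alone, median -2.56, adjusted p = 9.2e-10, lost with adjusted p = 0.47 with an estimated correlation). Myofibroblast genes in maturation had 0 up and 12 down (0 and 12 adjusted over the list alone, median -1.58, adjusted p = 0.00096, lost with adjusted p = 0.47 with an estimated correlation), with Ccn4 (-3.79) and Postn (-3.21). Blood vessel endothelium in maturation had 2 up and 25 down (2 and 25 adjusted over the list alone, median -2.41, adjusted p = 4.2e-08, lost with adjusted p = 0.46 with an estimated correlation), with Aplnr (-5.17), Cd93 (-3.72), Ramp2 (-3.32) and Pecam1 (-2.66). Lymphatic endothelium in maturation had 0 up and 5 down (0 and 5 adjusted over the list alone, median -1.71, adjusted p = 0.016, lost with adjusted p = 0.57 with an estimated correlation), with Lyve1 (-3.13) and Foxc2 (-2.94). Vessel growth factors in maturation had 3 up and 11 down (1 to 3 up with 1 array left out, 3 and 12 adjusted over the list alone, median -0.84, adjusted p = 0.023, lost with adjusted p = 0.61 with an estimated correlation), with Serpinf1 (-3.50) and Vegfc (-2.77).

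Pan-leukocyte genes (25) in maturation had 0 up and 14 down (7 to 16 down with 1 array left out, 0 and 15 adjusted over the list alone, median -1.16, adjusted p = 0.028, lost with adjusted p = 0.80 with an estimated correlation). Macrophage genes (25) in maturation had 0 up and 19 down (0 and 21 adjusted over the list alone, median -1.72, adjusted p = 0.00067, lost with adjusted p = 0.66 with an estimated correlation), with Mrc1 (-2.97) and Csf1r (-2.79). Neutrophil genes (17) in maturation had 2 up and 0 down (1 to 2 up with 1 array left out, 1 and 0 adjusted over the list alone, median -0.15, adjusted p = 0.55). T and NK cell genes (16) in maturation had 0 genes called by limma, with 1 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median 0.09, adjusted p = 0.31). B and plasma cell genes (13) in maturation had 2 up and 0 down (1 to 2 up with 1 array left out, 1 and 0 adjusted over the list alone, median 0.00, adjusted p = 0.31). Eosinophil and type 2 genes (16) in maturation had 4 up and 1 down (4 and 1 adjusted over the list alone, median 0.52, adjusted p = 0.019, lost with adjusted p = 0.66 with an estimated correlation). MHC class II genes (12) in maturation had 0 up and 2 down (1 to 4 down with 1 array left out, 0 and 1 adjusted over the list alone, median -0.43, adjusted p = 0.71). Chemokines and inflammatory cytokines (44) in maturation had 6 up and 4 down (6 and 4 adjusted over the list alone, median 0.22, adjusted p = 0.036, lost with adjusted p = 0.80 with an estimated correlation).

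Keratins (30) in maturation had 4 up and 4 down (4 and 4 adjusted over the list alone, median 0.05, adjusted p = 0.57), with Krt16 (2.93), Krt23 (2.74), Krt75 (-1.76) and Krt19 (-1.68). Genes of conjunctival and mucosal epithelium in maturation had 2 up and 1 down (1 to 3 up and 1 to 2 down with 1 array left out, 2 and 1 adjusted over the list alone, median 0.13, adjusted p = 0.31). Lens genes in maturation had 0 up and 3 down (1 to 6 down with 1 array left out, 0 and 1 adjusted over the list alone, median -0.86, adjusted p = 0.57), with Cryga (-5.13). Retina genes in maturation had 0 up and 1 down (0 to 1 down with 1 array left out, 0 and 0 adjusted over the list alone, median -0.69, adjusted p = 0.57), the gene being Nrl (-1.72). Skeletal muscle genes in maturation had 0 up and 3 down (0 and 4 adjusted over the list alone, median -0.62, adjusted p = 0.57). Nerve and Schwann cell genes in maturation had 0 up and 4 down (0 and 5 adjusted over the list alone, median -1.03, adjusted p = 0.26). Cell cycle genes in maturation had 1 up and 0 down (0 to 2 up with 1 array left out, 1 and 0 adjusted over the list alone, median 0.02, adjusted p = 0.23). Fatty acid genes in maturation had 2 up and 5 down (2 and 5 adjusted over the list alone, median 0.11, adjusted p = 0.57), with Lpl (-3.07). Glycolysis and related genes in maturation had 3 up and 3 down (1 to 3 up with 1 array left out, 3 and 3 adjusted over the list alone, median 0.24, adjusted p = 0.019, lost with adjusted p = 0.66 with an estimated correlation). Circadian clock genes in maturation had 2 up and 0 down (2 and 0 adjusted over the list alone, median -0.13, adjusted p = 0.48), with Clock (1.47) and Nr1d1 (1.38). Hypoxia genes in maturation had 1 up and 3 down (1 and 3 adjusted over the list alone, median 0.23, adjusted p = 0.14). Sex-linked genes in maturation had 0 genes called by limma, with 0 up and 0 down at an unadjusted p below 0.05 (0 and 0 adjusted over the list alone, median -0.37, adjusted p = 0.79).

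The lists that the paper itself chose are not independent evidence. Table S8 (75 genes) had 1 up and 25 down (0 to 1 up and 14 to 26 down with 1 array left out, 1 and 32 adjusted over the list alone, median -0.85, adjusted p = 5.4e-20, lost with adjusted p = 0.20 with an estimated correlation) at PN11. Table S8 at PN56 had 0 up and 58 down (0 and 61 adjusted over the list alone, median -1.29, adjusted p = 3.7e-38, lost with adjusted p = 0.13 with an estimated correlation). Table S8 in maturation had 15 up and 3 down (9 to 17 up and 2 to 5 down with 1 array left out, 16 and 4 adjusted over the list alone, median 0.65, adjusted p = 9.4e-06, lost with adjusted p = 0.61 with an estimated correlation). Table S9 (216 genes) had 95 up and 0 down (56 to 104 up with 1 array left out, 106 and 0 adjusted over the list alone, median 1.03, adjusted p = 2.7e-42, lost with adjusted p = 0.18 with an estimated correlation) at PN11. Table S9 at PN56 had 188 up and 0 down (190 and 0 adjusted over the list alone, median 1.69, adjusted p = 1.6e-64, lost with adjusted p = 0.13 with an estimated correlation). Table S9 in maturation had 15 up and 88 down (17 and 89 adjusted over the list alone, median -0.75, adjusted p = 0.0017, lost with adjusted p = 0.82 with an estimated correlation). In maturation the increased genes of Table S11 had 13 up and 31 down (14 and 31 adjusted over the list alone, median -0.32, adjusted p = 0.60). The decreased genes of Table S11 in maturation had 0 up and 2 down (1 to 2 down with 1 array left out, 0 and 2 adjusted over the list alone, median -0.09, adjusted p = 0.79). The genes assayed by QPCR in maturation had 4 up and 3 down (4 and 3 adjusted over the list alone, median 0.07, adjusted p = 0.16).

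Among the arrays, PN56 Klf5CN replicate 3 stands nearer to the WT arrays than the others of its group. On the second principal component it has 14.2, where the other PN56 Klf5CN arrays have 74.1, 72.3 and 65.6 and the PN56 WT arrays have -57.1 to -20.5. Its Klf5 signal is as low as in the rest of its group. The mean signal of PN56 Klf5CN replicate 4 was 257, against 219 to 228 in the other arrays of that group. In PN11 Klf5CN replicate 3 the 3' to 5' difference was 1.62 for Actb and 6.18 for Gapdh. At PN56 the signals at the floor made up 31.1 ± 1.14% in WT and 27.4 ± 1.59% in Klf5CN arrays (exact p = 0.029). In WT arrays the Actb difference went from 0.25 at PN11 to 0.41 at PN56 (exact p = 0.029), and at PN56 the Gapdh difference between Klf5CN and WT was 0.40 (exact p = 0.029).

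Each comparison of Klf5CN with WT corneas shares WT arrays with maturation, and with them noise, which simulations of unchanged groups measure. Over genes, the correlation of the Klf5CN change at PN56 with the maturation change was -0.317, where simulations gave -0.127 (-0.156 to -0.104). At PN11 it was 0.013, where simulations gave 0.147 (0.123 to 0.167).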
